# Sugar transporter Slc37a2 regulates bone metabolism in mice via a tubular lysosomal network in osteoclasts

**DOI:** 10.1038/s41467-023-36484-2

**Published:** 2023-02-21

**Authors:** Pei Ying Ng, Amy B. P. Ribet, Qiang Guo, Benjamin H. Mullin, Jamie W. Y. Tan, Euphemie Landao-Bassonga, Sébastien Stephens, Kai Chen, Jinbo Yuan, Laila Abudulai, Maike Bollen, Edward T. T. T. Nguyen, Jasreen Kular, John M. Papadimitriou, Kent Søe, Rohan D. Teasdale, Jiake Xu, Robert G. Parton, Hiroshi Takayanagi, Nathan J. Pavlos

**Keywords:** Lysosomes, Osteopetrosis, Central control of bone remodelling, Bone, Lysosomes

## Abstract

Osteoclasts are giant bone-digesting cells that harbor specialized lysosome-related organelles termed secretory lysosomes (SLs). SLs store cathepsin K and serve as a membrane precursor to the ruffled border, the osteoclast’s ‘resorptive apparatus’. Yet, the molecular composition and spatiotemporal organization of SLs remains incompletely understood. Here, using organelle-resolution proteomics, we identify member a2 of the solute carrier 37 family (Slc37a2) as a SL sugar transporter. We demonstrate in mice that Slc37a2 localizes to the SL limiting membrane and that these organelles adopt a hitherto unnoticed but dynamic tubular network in living osteoclasts that is required for bone digestion. Accordingly, mice lacking Slc37a2 accrue high bone mass owing to uncoupled bone metabolism and disturbances in SL export of monosaccharide sugars, a prerequisite for SL delivery to the bone-lining osteoclast plasma membrane. Thus, Slc37a2 is a physiological component of the osteoclast’s unique secretory organelle and a potential therapeutic target for metabolic bone diseases.

## Abstract (web summary)

Despite the importance of osteoclast secretory lysosomes in bone digestion, the proteins that regulate them remain ill defined. Here, the authors identify Slc37a2 as a secretory lysosome sugar transporter that is required for maintenance of skeletal bone mass.

## Introduction

Osteoclasts are bone-digesting cells that play a central role in skeletal bone growth and metabolism and underscore pathologies such as osteoporosis and osteopetrosis^1–3^. These multinucleated giants degrade bone via the ruffled border, a villous-like plasma membrane domain circumscribed by an actin ring that serves as the osteoclast’s unique ‘resorptive apparatus’. Ruffled border formation involves the polarized fusion of specialized lysosomal-related organelles (LROs), termed secretory lysosomes (SLs), with the bone-apposed plasmalemma^4,5^. Unlike conventional lysosomes, which traditionally serve as intracellular depots for the degradation and recycling of endogenous and exogenous biomolecules^6^, LROs are ‘hybrid organelles’ that share features of both late-endosomes and lysosomes coupled with exocytic functions^7^. Osteoclast SLs store the acidic hydrolase cathepsin K^8^ and tartrate-resistant acid phosphatase^9^ and are compositionally and functionally defined by the presence of several endo-lysosomal membrane proteins, namely LAMP1/2^10^, Rab7^11^, the *a3* V-ATPase proton pump subunit^12^, chloride channel ClC-7^13^, TI-VAMP/VAMP7 and synaptotagmin 7^14^. Fusion of SLs with the bone-apposed plasmalemma discharges cathepsin K into the underlying resorptive microenvironment to digest collagenous (Type 1a) bone matrix. At the same time, the coalescence of SL membranes with the ventral plasmalemma enriches the ruffled border with nanoscale bone-digesting machinery, including V-ATPases^15^ and ClC-7^13^, which cooperatively acidify the resorptive space to dissolve bone mineral. The ruffled border, together with the juxtaposed resorption lacuna, is therefore considered a giant digestive ‘extracellular LRO’^16^.

As a precursor membrane for ruffled border genesis, SLs represent fertile grounds for the discovery of new homeostatic regulators of bone mass and thus potential anti-resorptive drug targets. Yet despite their critical importance, our understanding of the molecular anatomy and spatiotemporal organization of osteoclast SLs remains limited. Here, to expand the molecular landscape of osteoclast SLs, we systematically surveyed the proteome of enriched SLs isolated from murine osteoclasts and identified Slc37a2 as a candidate SL transporter. Unexpectedly, using live cell imaging, we reveal that Slc37a2^+^ SLs exist as a hitherto unreported but highly dynamic tubular lysosomal network in osteoclasts that radiates throughout the cytoplasm and fuses with the bone-lining plasmalemma. Moreover, deletion of *Slc37a2* in mice results in a high bone mass phenotype attributed to osteoclast dysfunction and associated disturbances in SL resolution and delivery to the ruffled border. Altogether, our findings unmask Slc37a2 as an SL sugar transporter critical for bone metabolism and highlight previously unappreciated plasticity of the osteoclast’s specialized lysosome-related organelle(s).

## Results

### Proteomics of osteoclast SLs identifies Slc37a2 as a candidate regulator of bone mass

To survey the proteome of osteoclast SLs, we adapted two well-established lysosome enrichment protocols using superparamagnetic iron oxide nanoparticles (SPIONs)^17,18^. For this, large-scale murine bone marrow monocyte (BMM)-derived pre-osteoclast cultures (Day-3, post-RANKL stimulation) were ‘pulsed’ for 24 h with SPIONs to encourage uptake into endosomes. As a derivative of endomembranes, we hypothesized that endocytosed nanoparticles could be ‘chased’ into SLs upon the convergence of SPION-loaded endosomes with lysosomes and secretory pathways, a process that is synchronized with the final stages of RANKL-mediated differentiation of pre-osteoclasts into mature αvβ_3_-integrin-positive (IntegriSense^645^) osteoclasts (>90% of cells) (Fig. 1a, b). Following a 24 h ‘chase’ (total ‘pulse-chase’ = 48 h), osteoclasts were homogenized, SPION-loaded organelles captured from post-nuclear supernatants (PNS) using magnetic columns, and membranes serially eluted in fractions (F1–F3) (Fig. 1c). The enrichment of isolated SPION-loaded organelles in the Fraction F2 preparation was confirmed by transmission electron microscopy (TEM) (Fig. 1c) and their origins assessed immunoanalytically (Fig. 1d). Gratifyingly, captured F2-organelles showed substantial enrichment with major SL membrane markers including LAMP2 and Rab7, as well as the primary osteoclast luminal acidic hydrolase cathepsin K (Ctsk) and the LRO resident GTPase Rab38^19^ but were virtually devoid of contaminating organelles (Fig. 1d), thus deeming them suitable for proteomics.

**Fig. 1:**
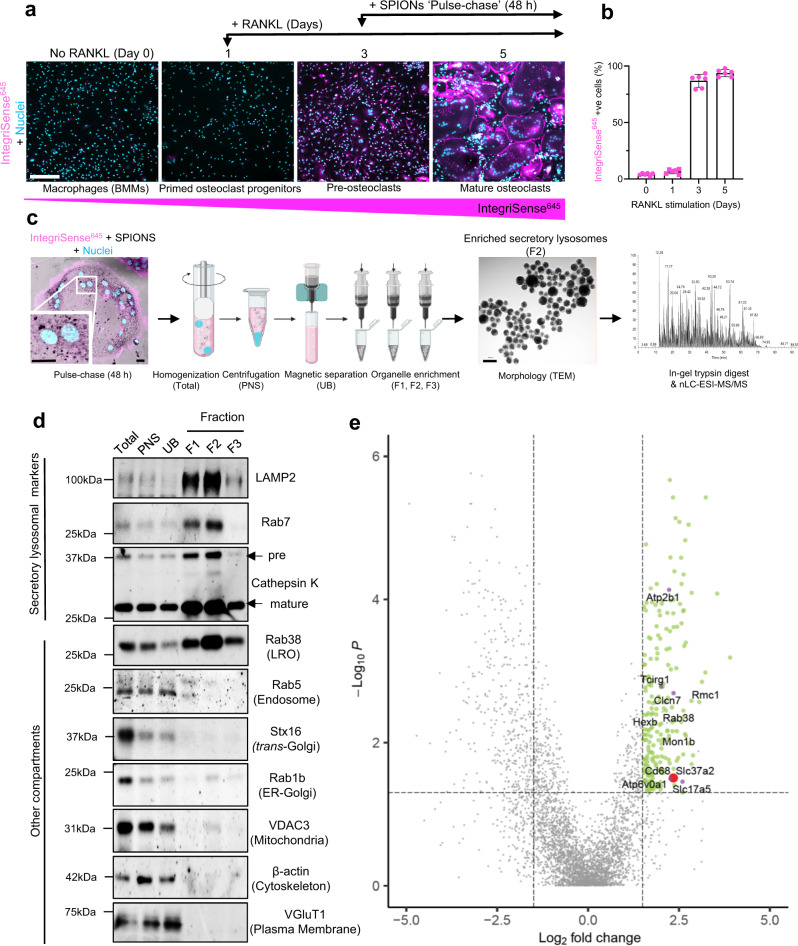
Proteomic analysis of enriched osteoclast secretory lysosomes identifies Slc37a2. **a** Experimental setup for SPION ‘pulse-chase’ and representative confocal images of mouse bone marrow monocyte (BMMs) differentiation into mature αvβ_3_-integrin-positive (IntegriSense^645^) osteoclasts following RANKL stimulation. Bar 150 µm. **b** Quantitation of IntegriSense^645^ positive cells during RANKL stimulation (*n* = 3 biologically independent cells from 2 experiments). Data are presented as mean percentage (%) ± SD. **c** Schema of the SPION-based SL enrichment method, validation, and proteomic analysis. Created with BioRender.com. **d** Immunoblotting for protein markers of various subcellular compartments in whole-cell homogenates (H), post-nuclear supernatant (PNS), magnetic column flow-through (UB), and enriched SL fractions (F1–F3) (*n* = 3). LRO lysosome-related organelle. **e** Volcano plot depicting the difference between proteins in whole cell homogenates and secretory lysosomes (SLs) (*n* = 3, *P* > 0.05, ANOVA, Benjamini–Hochberg adjusted). The top 218 proteins up-regulated in the lysosomal fractions are shown in green (FC > 1.5, *P* < 0.05) with the top 6 membrane transporters colored in purple and Slc37a2 highlighted in red.

The protein composition of SL-enriched F2 fractions was analyzed by high-resolution mass spectrometry (nLC-ESI-MS/MS). A representative mass spectrum of fraction F2 is depicted in Fig. 1c (far right panel). In total, 4153 different proteins were unambiguously identified and defined by at least two unique peptides and master proteins. Of these, 218 achieved >1.5 Log_2_fold change (FC) and adjusted *P* < 0.05 relative enrichment in SL F2-fraction compared to the starting cell homogenate by label-free quantitation (Fig. 1e). The results are summarized in Supplementary Data 1. As expected, the SL proteome was enriched with membrane proteins, including major SL resident proteins CIC-7 (Clcn7, enriched 2.35 Log_2_FC, *P* = 3.51E^−02^) and V-ATPase 116 kDa *a3* subunit (Tcirg1, enriched 2.01 Log_2_FC, *P* = 1.66E^−03^), thus validating our approach. In addition, the SL proteome was enriched with proteins involved in trafficking (*n* = 14) including Rab38 (enriched 2.62 Log_2_FC, *P* = 3.56E^−03^) as well as core subunits of the mammalian guanidine exchange factor for Rab7 i.e. Mon1b (enriched 2.66 Log_2_FC, *P* = 7.63E^−03^)^20^ and Regulator of Mon1-Ccz1 complex (Rmc1/*C18orf8;* enriched 3.06 Log_2_FC, *P* = 2.72E^−03^)^21^ (Fig. 1e). Intriguingly, the SL proteome was dominated by proteins involved in molecular transport (*n* = 43), with almost half representing members of the solute carrier (Slc) protein superfamily of secondary active transporters (*n* = 16)^22^ (Supplementary Data 1). Finally, several miscellaneous proteins were also identified, some of which constitute major cargo of endolysosomes, for example, β-hexosaminidase (enriched 1.74 Log_2_FC, *P* = 4.05E^−03^) and others that are predicted to localize to endolysosomal membranes but whose SL residency remains to be confirmed (e.g. CD68, enriched 2.25 Log_2_FC, *P* = 1.95E^−02^) (Fig. 1e).

To first gauge the relevance of the mouse osteoclast SL proteome to humans, we investigated whether significant associations identified in a large human genome-wide association study (GWAS) for estimated bone mineral density (eBMD)^23^ were enriched among human homologs of the mouse osteoclast SL proteome gene set. The top 218 proteins enriched in the SL F2-fraction are mapped onto a CIRCOS plot, with gene groupings representing those with human homologs strongly associated (*P* < 6.6E^−9^, green) and very strongly associated (*P* < 5E^−20^, red) with estimated BMD indicated (Fig. 2a). Using the VEGAS2Pathway approach^24^, we confirmed statistically significant enrichment of eBMD association signals in the SL gene set (*P* EMPIRICAL = 0.04), indicating that the SL proteome is conserved in humans and that it is enriched with candidates clinically-relevant to the regulation of human bone mass.

**Fig. 2:**
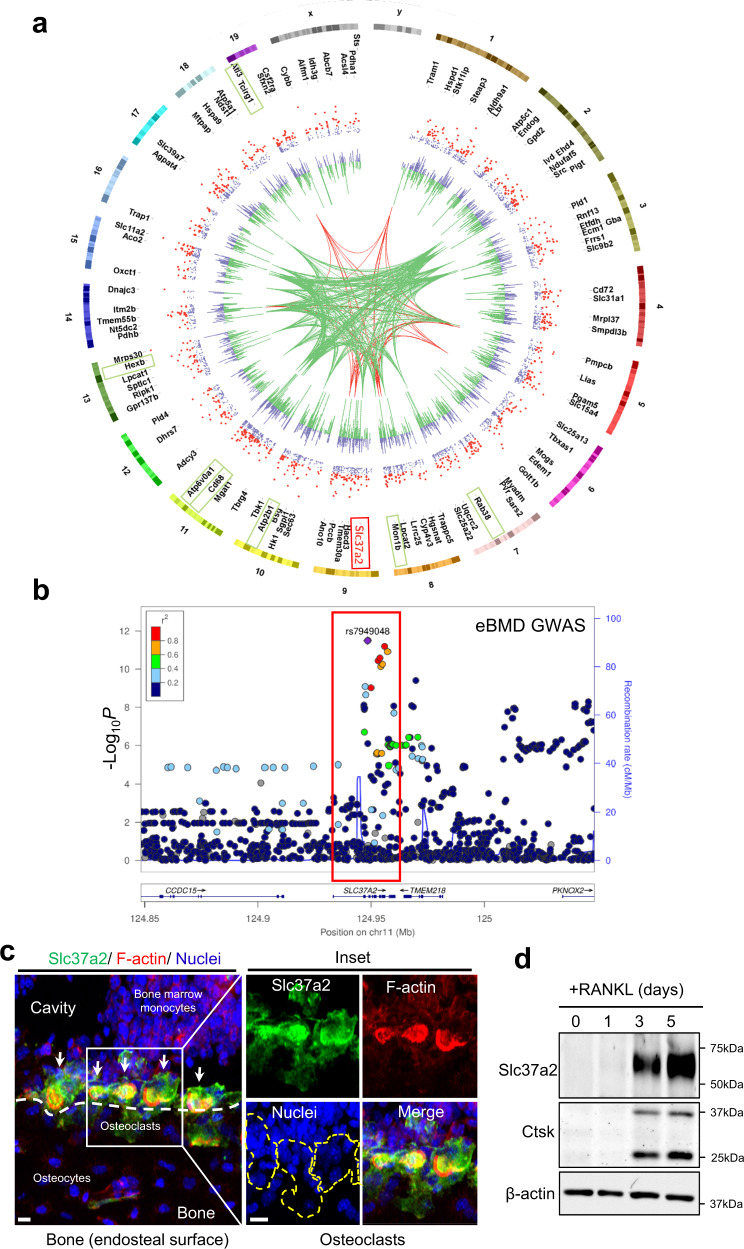
Slc37a2 is a candidate regulator of human bone mass and is highly expressed in mature osteoclasts. **a** CIRCOS plot^71^ displaying mouse chromosomes, gene names for the top 218 proteins up-regulated in the SL fractions, scatterplot representing protein abundance ratio (secretory lysososomes (SLs)/homogenate) adjusted *P* values (purple) with significant associations (*P* < 0.05) colored red, histogram representing Log_2_FC abundance values for each protein SLs/homogenate purple (+ve), green (−ve), gene groupings representing human homologs associated with eBMD at *P* < 6.6E^−9^ (green) and *P* < 5E^−20^ (red)^23^. Protein abundance ratio adjusted *P* values (ANOVA, Benjamini–Hochberg) are displayed as −Log_10_ *P* values. Red box denotes Slc37a2 and green boxes other notable genes. **b** Regional association plots for the human *SLC37A2* gene (red box) generated using estimated bone mineral density (eBMD) GWAS association results^23^. Genetic variants within 100 kb of the lead variant (rs7949048, purple) are depicted (*x*-axis) along with their eBMD *P* value (–Log_10_) generated using a linear mixed non-infinitesimal model (LMM). **c** Slc37a2 expression in the femur of 12-week-old male WT mice by immunohistochemistry. Arrows indicate osteoclasts and a dashed line defines bone (white) and osteoclast (yellow) surfaces. Bars, 10 μm (*n* = 3). **d** Slc37a2 expression duri*n*g in vitro osteoclast differentiation of bone marrow monocytes (BMMs) by immunoblotting. Cathepsin K (Ctsk) and β-actin served as controls (*n* = 3). Source data are provided as a Source Data file.

To further validate the SL proteome, we next focused our attention on membrane transport proteins. We chose this protein family for two reasons: (i) they are polytopic proteins that contain multiple transmembrane domains (TMDs) and are thus integral components of the SL limiting membrane and; (ii) mutations in genes encoding SL transporters underscore most (>70%) of the known forms of human autosomal recessive osteopetrosis (ARO)^25^. To this end, the SL proteome was further filtered for ‘Membrane Transport Proteins’ that: (i) possessed >1 TMD (*n* = 42); ii) housed a lysosomal targeting signal(s) outside of their TMDs (i.e. YxxØ or [DE]xxxL[LI], where Ø stands for an amino acid residue with a bulky hydrophobic side chain) (*n* = 22); and; (iii) whose corresponding lead SNPs reached strong genome-wide significance in the human eBMD dataset (*P* < 6.6E^−9^). Six candidates satisfied these criteria: (i) Tcirg1 and (ii) Atp6v0a1, which encode the mammalian 116 kDa *a*3 and *a*1 subunits of the osteoclast vacuolar proton pump, respectively with mutations in *a*3 alone accounting for over 50% of infantile malignant ARO^26^; (iii) Clcn7, a chloride voltage-gated channel indispensable for osteoclast function in mice and in humans^13^; (iv) Atp2b1, a P-type Ca^2+^-ATPase that regulates bone mass by fine-tuning osteoclast differentiation and survival^27^; (v) Slc17a5, a lysosomal H^+^-driven sialic acid transporter whose mutations underpin Salla disease, a lysosomal storage disorder accompanied by bone malformations^28^ and; lastly (vi) Slc37a2, a little-studied member of the Slc37 family (isoforms a1–a4)^29^ that although was not the most enriched protein detected on SLs, was enriched 2.35 Log_2_FC (*P* = 3.11E^−02^) and whose human homolog harbors a genome-wide significant signal for eBMD (lead SNP rs7949048, *P* = 3.1E^−12^) (Fig. 2a, b, red box), thus prompting our interest and further investigation.

### Slc37a2 is expressed in mature osteoclasts and localizes to a network of tubular SLs

To explore the relevance of Slc37a2 to osteoclasts and bone biology, we first assessed Slc37a2 expression in long bones using specific antibodies raised against mouse Slc37a2 (Supplementary Fig. 1). As shown in Fig. 2c, Slc37a2 is highly expressed in mature osteoclasts, here lining endocortical bone, with immunofluorescent signal concentrated within F-actin rings as well as diffusely labeling the cell surface. In comparison, Slc37a2 expression is below the detection limit in neighboring bone marrow, osteoblasts, and osteocytes. Consistent with this expression pattern, Slc37a2 protein levels were robustly increased during RANKL-induced differentiation of BMMs into osteoclasts (Fig. 2d). Thus, these findings imply that osteoclasts are the major, if not exclusive, source of Slc37a2 among bone-lineage cells.

Next, we examined the subcellular distribution of endogenous Slc37a2 in osteoclasts. First, we used immunoblotting to validate independently the enrichment of Slc37a2 during the biochemical isolation of SLs from mouse osteoclasts (Supplementary Fig. 2a). To verify its endogenous localization in intact osteoclasts, we immunostained cultures of mouse BMM-derived osteoclasts using the same Slc37a2-specific antibody along with a panel of organelle identity markers against endo-lysosomes (LAMP2, Rab7, Arl8), early/recycling endosomes (Vps35), endoplasmic reticulum (ER, protein disulfide isomerase, PDI), and the Golgi (GM130). As shown in Fig. 3a, Slc37a2 labeling resulted in a tubulo-vesicular staining pattern that closely overlapped with endo-lysosomal proteins LAMP2, Rab7, and Arl8 but not endosomes, the ER or Golgi as confirmed by quantitative co-localization analyses (Fig. 3b). Closer inspection revealed that whereas Rab7 colocalized with large Slc37a2^+^ puncta (Fig. 3a, yellow arrows) Slc37a2^+^ tubular structures were decorated primarily with Arl8 (Fig. 3a*,* blue arrows) in keeping with the known overlapping roles of these two GTPases in lysosome positioning and tubulation^30^.

**Fig. 3:**
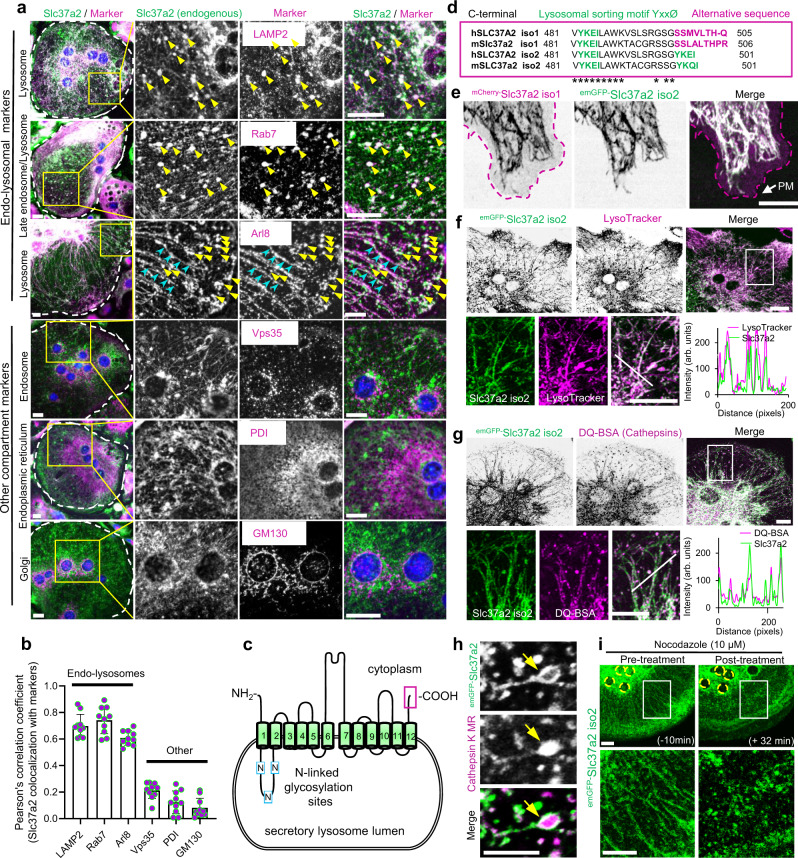
Slc37a2 localizes to a network of tubular secretory lysosomes. **a** Endogenous localization of Slc37a2 in mouse bone marrow monocyte (BMM)-derived osteoclasts. Slc37a2 co-localizes with late endo-lysosomal markers (LAMP2, Rab7, and Arl8), but not with endosomes (Vps35), the endoplasmic reticulum (PDI) or the Golgi (GM130). Bar, 10 µm. **b** Pearson’s correlation coefficient (Rr) calculated from 10 osteoclasts pooled from two independent experiments. Data are presented as means ± SD. **c** Schematic of Slc37a2 structure and topology on SL membranes, with transmembrane (green cylinders), luminal cytosolic domains (black lines), N-linked glycosylation sites (blue boxes, N), and extreme C-terminus (magenta box) indicated. **d** Amino acid alignment of the far C-terminus for human SLC37A2 and mouse Slc37a2 isoforms (1 and 2) with lysosomal sorting motifs and alternative sequences indicated. Asterisks indicate conserved amino acids. **e** Confocal image of a mouse osteoclast cultured on glass co-microinjected with ^mCherry-^Slc37a2 isoform 1 and ^emGFP-^Slc37a2 isoform 2. Purple dashed line outlines the plasma membrane (PM). Bar, 10 µm (*n* = 5). **f** and **g** Representative confocal image of a live mouse osteoclast on glass microinjected with ^emGFP-^Slc37a2 isoform 2 and pulsed with endolysosomal probes LysoTracker Red (**f**, *n* = 3) or DQ-BSA (**g**, *n* = 3). Line scans of the individual fluorescent intensities (arbitrary units, arb. units) correspond to the white diagonal line in the magnified views. Bars, 10 µm. **h** High-resolution live confocal image of a representative tubular SL bearing ^emGFP-^Slc37a2 isoform 2 and housing Cathepsin K Magic Red (MR) within its lumen (yellow arrow). Bar, 2 µm. (*n* = 3). **i** Time-lapse confocal image of an osteoclast expressing ^emGFP-^Slc37a2 isoform 2 before (−10 min) and after (+32 min) treatment with the microtubule disrupting agent nocodazole (10 µM). Bar, 10 µm (*n* = 3). Source data are available in the Source Data file. See also related Supplementary Movies 1–3.

Among the Slc37 family, Slc37a2 is unique, existing as an N-terminal glycosylated 12-transmembrane spanning protein (Fig. 3c) encoded by two naturally occurring splice variants (isoforms 1 and 2) that differ by five amino acids found within their extreme C-terminus (Fig. 3c, magenta box). Slc37a2 isoform 2 harbors a canonical lysosomal sorting signal (YxxØ) whereas isoform 1 possesses an extended alternative sequence SSxxxLTH-x that is conserved both in humans and in mice (Fig. 3d). Therefore, to differentiate the subcellular distribution of the two Slc37a2 isoforms in osteoclasts, the N-terminus of each mouse Slc37a2 variant was tagged with either emGFP (isoform 2) or mCherry (isoform 1) and cloned into a CMV-driven mammalian vector. Because osteoclasts are refractory to conventional transfection methods, tagged-Slc37a2 variants were co-expressed by direct nuclear microinjection into mouse BMM-derived osteoclasts. Consistent with its endogenous distribution, when microinjected into live osteoclasts and imaged by time-lapse confocal microscopy on glass, Slc37a2 isoforms co-occupied an expansive network of tubulo-vesicular compartments that were highly dynamic and radiated throughout the osteoclast cytoplasm (Fig. 3e–h, Supplementary Movie 1). As shown in Fig. 3e, whereas the subcellular distribution of ^emGFP-^Slc37a2 isoform 2 tightly overlapped with ^mCherry-^Slc37a2 isoform 1 on tubular organelles, Slc37a2 isoform 1 showed an additional preference for the plasma membrane (PM, magenta outline), likely reflecting its alternative C-terminal targeting signal. The lumens of these tubular organelles were acidic and housed cathepsins/K, as confirmed by the accumulation of the acidophilic probe LysoTracker Red (Fig. 3f) and cathepsin/k fluorescent substrates DQ-BSA (pan-cathepsins) (Fig. 3g) and Magic Red (cathepsin K MR) (Fig. 3h), indicating that they were of endolysosomal origin. This was further corroborated by monitoring co-trafficking of ^emGFP-^Slc37a2^+^ organelles with ^mRFP-^LAMP1 as well as LRO marker proteins ^mCherry-^VAMP7 and ^mCherry-^Rab38 in living osteoclasts (Supplementary Fig. 2b, c, Supplementary Movie 1). By comparison, while Slc37a2^+^ tubules closely intersected with other organelles including early endosomes (^mCherry-^Rab5) and mitochondria (Mitotracker Red), they were morphologically and dynamically distinct (Supplementary Fig. 2b, c and Supplementary Movie 2). The endo-lysosomal nature of ^emGFP-^Slc37a2^+^ compartments was also verified in non-osteoclastic cells (Supplementary Fig. 3).

The osteoclast Slc37a2^+^ tubular lysosomal network was highly sensitive to chemical and cold fixation (i.e. 4% paraformaldehyde, Supplementary Fig. 4a) and rapidly collapsed upon treatment with the destabilizing reagent nocodazole (Fig. 3i), indicating that it is intimately linked to microtubules^31^. In addition, Slc37a2^+^ tubules frequently projected towards and made contact with the osteoclast plasma membrane (Supplementary Movie 3). When cultured on devitalized bone discs, ^emGFP-^Slc37a2^+^ tubules concentrated within F-actin rings demarcating ruffled borders (Fig. 4a, b) and fused with the bone-lining plasma membrane when monitored under live settings (Fig. 4c–f, Supplementary Movie 4). While the bone disc physically obstructed direct visualization of fusion between ^emGFP-^Slc37a2^+^ tubules and the ruffled border membrane, a transient fusion between tubules and the osteoclast plasma membrane (PM) was captured at the level of the bone surface (Fig. 4e, f). Here, ^emGFP-^Slc37a2^+^ tubules extended towards and made prolonged contact with the bone-lining PM (Fig. 4e, yellow line) before transiently fusing, as monitored by content release (Fig. 4f, white arrows and line scans), and then rapidly retracting, a process reminiscent of tubular lysosome-to-PM fusion observed in dendritic cells^32^. Importantly, these tubular compartments were not an artifact of ^emGFP-^Slc37a2 expression, as the same network of acidified, cathepsin-containing tubular organelles could be visualized in naÏve osteoclasts using vital probes LysoTracker and/or DQ-BSA by optical (Supplementary Fig. 4b, c, Supplementary Movie 5) and by electron (Supplementary Fig. 4d) microscopy. Collectively, these data indicate that Slc37a2 occupies a network of acidified cathepsin-containing tubular LROs that fuse with the bone-lining plasma membrane, thus fulfilling the usual criteria of osteoclast SLs. Herein, we refer to Slc37a2^+^ compartments as ‘tubular SLs’.

**Fig. 4:**
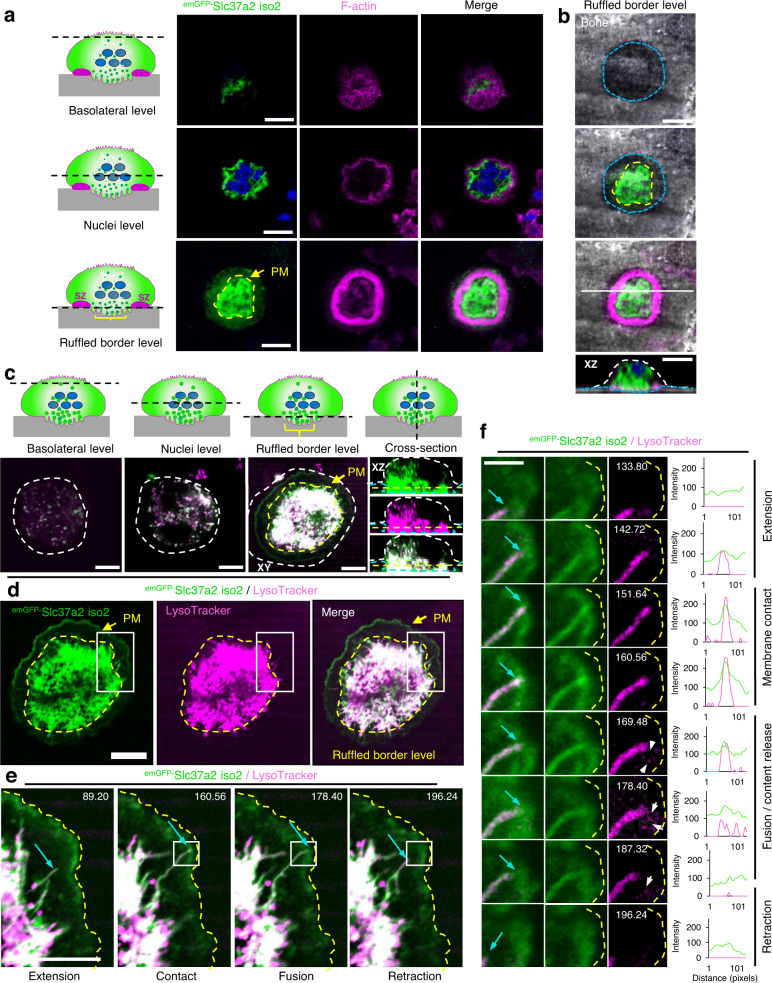
^emGFP-^Slc37a2^+^ tubules orientate towards the ruffled border and fuse with the bone-apposed plasma membrane. **a** and **b** Multilevel confocal images of a mouse osteoclast cultured on bone expressing ^emGFP-^Slc37a2 isoform 2 and stained with rhodamine-phalloidin to indicate the F-actin ring and underlying ruffled border. Representative XY serial confocal sections depict ^emGFP-^Slc37a2 distribution at the basolateral, nuclear (blue), and ruffled border level(s) (*n* = 3). XZ denotes the side view corresponding to the white horizontal line in the merged panel. Dashed lines indicate ruffled border regions within sealing zones (yellow), resorptive pit (blue) and cell border (white). Bars 10 µm. **c** Multilevel XY and XZ confocal images of a live osteoclast cultured on bone expressing ^emGFP-^Slc37a2 isoform 2 and labeled with LysoTracker Red. Dashed lines denote the plasma membrane (PM, white), sealing zone (yellow), and bone surface (blue). Bars, 10 µm. (*n* = 3). **d** Bottom-up view of the ruffled border level with the sealing zone denoted by the yellow dashed line. Bar, 10 µm. (*n* = 3). **e** and **f** Magnified regions of a time-lapse series illustrating extension, membrane contact, transient fusion, and retraction of an ^emGFP-^Slc37a2^+^ tubule (blue arrow) with the bone-lining plasma membrane (yellow dashed line), with time points, indicated. White arrows highlight content release/exocytosis indicative of tubule fusion with the PM as confirmed by corresponding signal intensities in fluorescence line scans intensities (arbitrary units). Bar, 2 µm. (*n* = 2). Osteoclast cartoons depicted in panels **a** and **c** are adapted from ref. ^72^. See also related Supplementary Movies 4, 5.

### *Slc37a2* deficiency leads to high bone mass

To investigate the physiologic importance of the Slc37a2^+^ tubular SL network in osteoclasts and bone metabolism, we next generated Slc37a2 knockout (KO) mice using targeted embryonic stem cells obtained from the ‘Knockout Mouse Project’ consortium. Genotyping and qPCR analysis confirmed the correct insertion of the tma2 targeting cassette and that the approach produced an effective knockdown of the *Slc37a2* mRNA (>95% reduction in *Slc37a2*) in bones from homozygous mice compared to wild-type (WT) littermates (Supplementary Fig. 5a–c). *Slc37a2*^*tm2a(KOMP)wtsi*^ homozygous mice, referred herein as “*Slc37a2* knockout” (*Slc37a2*^KO^) mice, showed no overt differences in the size or weight of matched littermates up to 24-weeks-of-age (Supplementary Fig. 5d). Similarly, no obvious abnormality in skeletal patterning was observed in whole mount alcian blue/alizarin red staining of skeletal preparations of 5-day-old *Slc37a2*^KO^ mice (Supplementary Fig. 5e) or by whole body X-ray of 12-week-old female mice (Supplementary Fig. 5f). On the other hand, radiographs and microcomputed tomography (µCT) analysis of the distal femurs (Fig. 5a–d) of 12-week-old WT and *Slc37a2*^KO^ mice revealed that the long bones of null mice were radiodense and exhibited a dramatic increase in trabecular bone volume; reaching an impressive ~3–10-fold increase in BV/TV in male and female mice, respectively (Fig. 5e). Consistent with this finding, femurs of *Slc37a2*^KO^ mice had increased trabeculae and a decrease in trabecular separation (Fig. 5f, g), but only females showed a significant increase in trabecular thickness at 12-weeks (Fig. 5h). Cortical bone thickness was also significantly increased in both male and female mice at 12-weeks (Fig. 5d and i) which imparted greater bone stiffness and whole bone strength as confirmed by three-point-bending tests (Fig. 5j, k). Elevated bone mass was also evident in heterozygous (*Slc37a2*^HET^) mice, indicative of a gene dose effect (Supplementary Fig. 5g, j–n). This profound increase in bone mass extended to vertebrae within the axial skeleton (Fig. 5l–n) as well as to the bones of the skull, albeit to a lesser extent (Supplementary Fig. 5h). While femur length was unaltered (Supplementary Fig. 5i), trabecular bone mass accumulated and was retained with age (Fig. 5o–q). These gains in bone mass conferred protection against ovariectomy-induced trabecular bone loss in vertebrae, and partially in femurs, but not against femoral cortical bone loss (Supplementary Fig. 6).

**Fig. 5:**
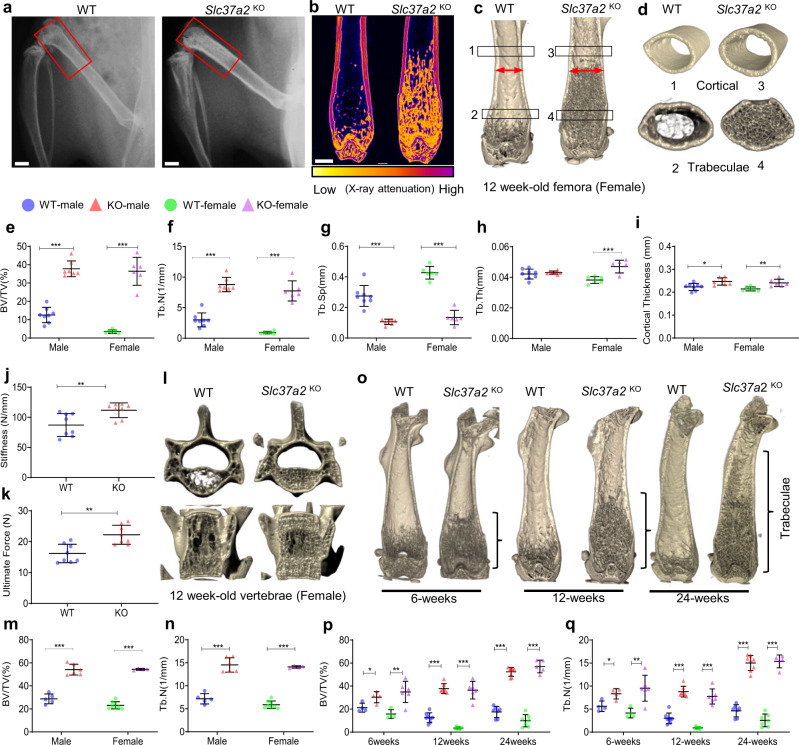
*Slc37a2*^KO^ exhibits high bone mass and increased bone strength. **a** Radiography of the hindlimbs of 12-week-old female WT and *Slc37a2*^KO^ mice. Bar, 1 mm. **b–d** Representative sagittal µCT section false-colored to indicate X-ray attenuation (**b**) and µCT 3D reconstructed images of sagittal (**c**) and transverse (**d**) sections of distal femurs of 12-week-old female WT and *Slc37a2*^KO^ mice. **e–i** µCT analysis of femurs of 12-week-old male and female WT (*n* = 8 male and 6 female) and *Slc37a2*^KO^ (*n* = 7 male and 6 female) mice. **e** Male *P* < 0.0001 and female *P* < 0.0001. **f** Male *P* < 0.0001 and female *P* < 0.0001. **g** Male *P* < 0.0001 and female *P* < 0.0001. **h** Male *P* = 0.7874, female *P* < 0.0001. **i** Male *P* = 0.0114, female *P* = 0.0053. **j** and **k** Biomechanical three-point bending test of 12-week-old male WT and *Slc37a2*^KO^ femurs. Stiffness (**j**, *P* = 0.0083) and ultimate force (**k**, *P* = 0.0013) are presented (*n* = 8 mice per genotype). **l–n** Representative µCT images of vertebrae (**l**) and µCT analysis of vertebrae (**m** and **n**) of 12-week-old male and female WT (*n* = 5 male and 8 female) and *Slc37a2*^KO^ (*n* = 6 male and 4 female) mice. **m** Male *P* < 0.0001 and female *P* < 0.0001, **n** male *P* < 0.0001 and female *P* < 0.0001. **o–q** Representative µCT images of female femurs (**o**) and µCT analysis of femurs (**p** and **q**) of 6-, 12- and 24-week-old male and female WT (6-weeks *n* = 4 male and 4 female; 12**-**weeks *n* = 8 male and 6 female; 24-weeks *n* = 7 male and 7 female) and *Slc37a2*^KO^ (6-weeks *n* = 4 male and 6 female; 12-weeks *n* = 7 male and 6 female; 24-weeks *n* = 8 male and 5 female) mice. **p** 6-weeks male *P* = 0.026112, female *P* = 0.004736; 12-weeks male *P* < 0.0001, female *P* < 0.0001; 24-weeks male *P* < 0.0001, female *P* < 0.0001). **q** 6-weeks male *P* = 0.014847, female *P* = 0.006968; 12-weeks male *P* < 0.0001, female *P* < 0.0001; 24-weeks male *P* < 0.0001, female *P* < 0.0001). All data are presented as means ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, by two-tailed unpaired Student’s *t*-test. Source data are available in the Source Data file.

Histologically, *Slc37a2*^KO^ femurs contained cartilaginous bars deep within trabeculae of the metaphysis (Fig. 6a, inset), suggestive of impaired calcified cartilage degradation during endochondral bone growth. Modeling of *Slc37a2*^KO^ mice bones was also abnormal as evidenced by the broadening of the distal diaphysis and metaphysis (Fig. 6b, dual-arrows). Moreover, femurs of *Slc37a2*^KO^ mice exhibited conspicuous fibro-cartilaginous lesions that occurred at the level of the periosteum and extended along the proximal metaphyseal–diaphyseal junction (Fig. 6c–h). This lesion stained intensely for TRAP activity, a marker of osteoclasts (Fig. 6e) and was interspersed with small TRAP^+^α_v_β_3_^+^ cells that lined the periosteal bone surface as well as numerous bone/cartilage fragments (Fig. 6e, f, arrows) that appeared partially demineralized under transmission electron microscopy (Fig. 6g, arrows). In addition, this periosteal lesion was densely populated with Runx2^+^ mesenchymal cells that stained strongly for MMP13, a matrix metalloprotease known to participate in the digestion of cartilage and collagen matrix (Fig. 6h). Similar lesions were observed along tibiae but not vertebrae of *Slc37a2*^KO^ mice (Supplementary Fig. 7a). Outside of the skeleton, macroscopic and histopathological evaluation of major organs and tissues revealed no obvious abnormalities in *Slc37a2*^KO^ mice at 12 weeks (Supplementary Fig. 5o, p). Taken together, these data suggest that the major phenotype of mice with global *Slc37a2* insufficiency is high bone mass.

**Fig. 6:**
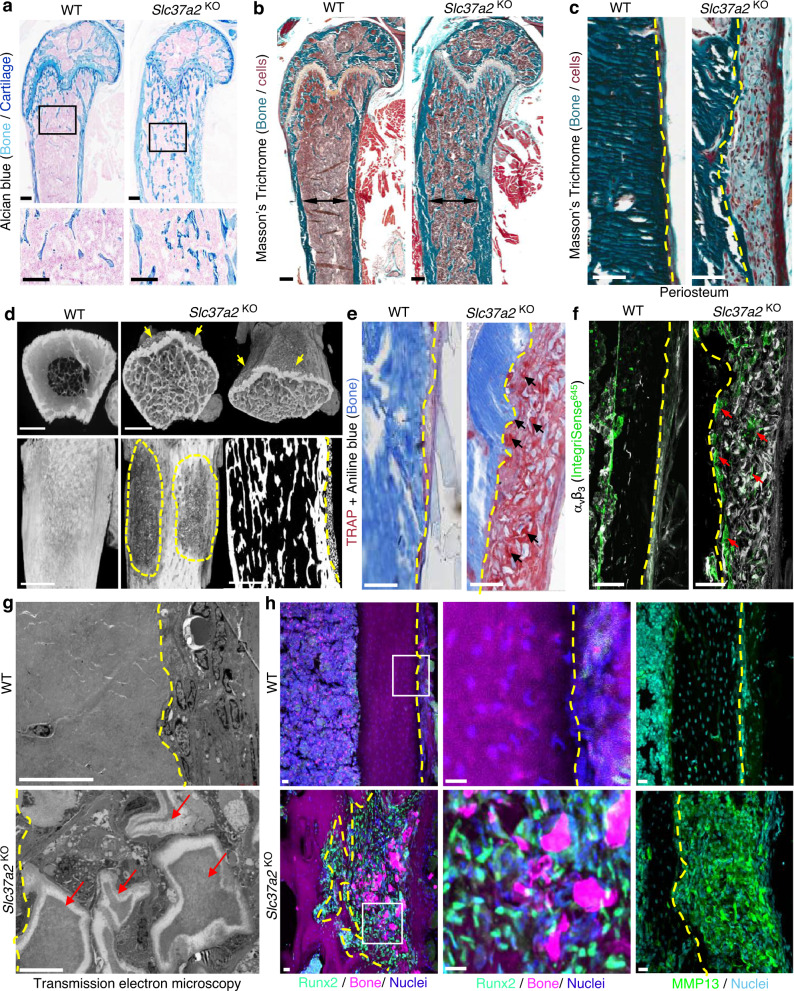
*Slc37a2*^KO^ mice exhibit high bone mass and a periosteal bone lesion. **a** Representative histological images of Alcian blue staining of the distal femur of 12-week-old female WT an*d Slc37a2*^KO^ mice (*n* = 5), Bars, 0.1 mm. **b** and **c** Mason’s Trichome staining of femurs from 12-week-old female WT and *Slc37a2*^KO^ mice (**b**, *n* = 3) and representative images of the periosteal surface along the metaphyseal–diaphyseal junction (**c**, *n* = 3). Black double arrows indicate maximal femoral diameter and dashed lines indicate the periosteal bone surface. Bars, 1 mm. **d** High-resolution µCT images of 12-week-old female WT and *Slc37a2*^KO^ femurs indicating the periosteal lesions (arrows and dashed outlines) (*n* = 2). Bars, 1 mm. **e** and **f** Histological evaluation of TRAP^+^ (**e**, *n* = 3) and αvβ3^+^ (**f**, *n* = 3) cells along the periosteal surface of 12-week-old femurs from female WT and *Slc37a2*^KO^ mice. Dashed lines denote the periosteal bone surface, arrows indicate TRAP^+^ or αvβ3^+^ cells. Bars, 1 mm. **g** Transmission electron microscopic evaluation of the periosteal layer of femurs from WT and *Slc37a2*^KO^(*n* = 2). Dashed yellow lines indicate the periosteal bone surface. Red arrows depict demineralized bone/cartilaginous fragments. Bars, 10 µm. **h** Representative images of cryosections depicting the periosteal surface along the femurs of 12-week-old female WT and *Slc37a2*^KO^ mice immunostained for Runx2 or MMP13 (*n* = 4). Bars, 20 µm.

### High bone mass in *Slc37a2*^KO^ mice is driven by impaired bone resorption and compensatory increases in remodeling-based bone formation

To determine the cellular mechanism(s) by which *Slc37a2*-deficiency increased trabecular bone volume, histomorphometric and fluorescence immunohistochemical analysis of the trabecular surfaces of the femur were performed. First, osteoclast parameters were assessed and revealed an increase in both the total number of TRAP^+^ osteoclasts (~246%, *P* < 0.0001) and the number of osteoclasts lining trabecular bone surfaces (~182%, *P* < 0.0001) of *Slc37a2*^KO^ mice by histomorphometry (Fig. 7a–c). This increase in osteoclast numbers was corroborated by elevated systemic levels of TRAP5b (Fig. 7d) as well as increased expression of key osteoclast marker genes Acp5 and Ctsk in femurs (Fig. 7p). Reflecting this, RANKL mRNA was robustly amplified in *Slc37a2*^KO^ femurs, whereas OPG and RANK mRNA levels were unchanged, leading to a significant increase in the mRNA ratio of RANKL- to-OPG (Fig. 7e). Because enhanced osteoclastogenesis can result from hypocalcaemia that stimulates PTH release which, in turn, induces RANKL expression^1^, we also checked serum calcium and PTH levels in *Slc37a2*^KO^ mice but found no difference compared with WT controls (Supplementary Fig. 7b). In situ assessment of trabecular surfaces revealed that whereas *Slc37a2*^KO^ osteoclasts were capable of forming F-actin rings, they were larger than WTs (Fig. 7f–h). Despite this, serum C-terminal telopeptides of type I collagen (CTX-I), a by-product of collagen type-1a that is released from bone into the blood by osteoclast resorption, was not significantly altered in *Slc37a2*^KO^ mice (Fig. 7i). However, the ratio between CTX-I and TRAP5b, which is used as an index for resorption per osteoclast^33^, revealed a highly significant decrease in resorption per osteoclast (*P* = 0.0006) (Fig. 7j). Intriguingly, resorptive lacunae underlying αvβ3^+^ *Slc37a2*^KO^ osteoclasts were frequently occupied by flattened bone-lining MMP13^+^ cells (Fig. 7k, arrows), reminiscent of ‘reversal’ cells^34^. Along with the increased expression of MMP13, the mRNA levels of MMP9 and MMP14 were also significantly elevated in *Slc37a2*^KO^ whole femurs (Fig. 7p).

**Fig. 7:**
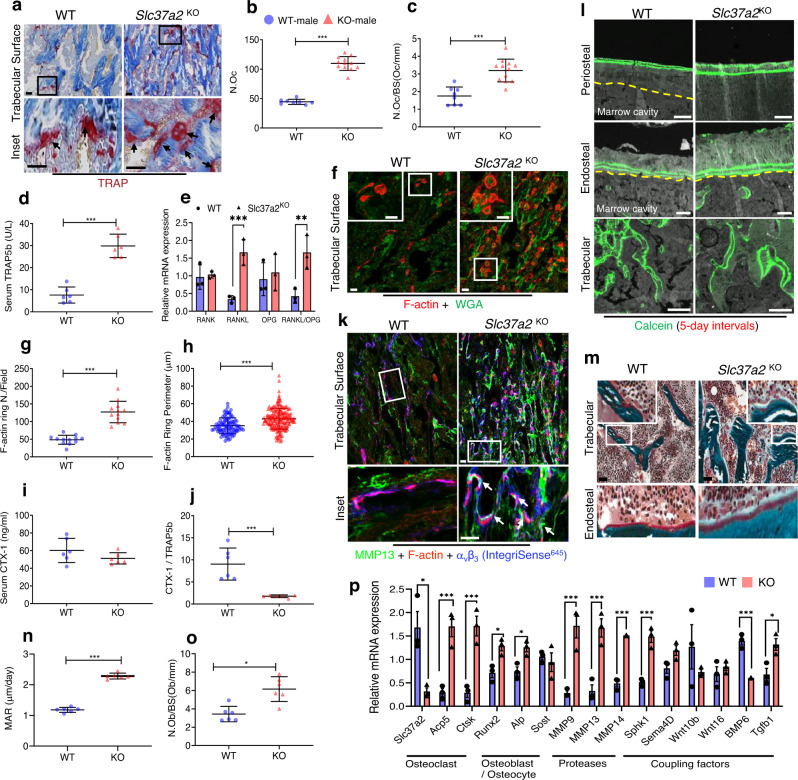
*Slc37a2* deletion impairs bone resorption leading to compensatory increases in osteoclastogenesis, protease expression, and osteoblast-mediated bone formation. **a** Representative images of the primary spongiosa of proximal WT and *Slc37a2*^KO^ male femora stained for TRAP and **b**, **c** histomorphometric analysis of TRAP^+^ osteoclasts (*n* = 8 WT and 12 *Slc37a2*^KO^ animals per group) (**b** *P* < 0.001; **c** *P* < 0.001). Bar, 50 μm. **d** Serum TRAP5b levels (*n* = 6 animals per genotype, *P* < 0.001) and **e** RANK/RANKL/OPG mRNA expression in femurs (*n* = 3 animals per genotype, *RANK P* = 0.750121; *RANKL P* = 0.003713; *OPG P* = 0.658277; *RANKL/OPG P* = 0.014159*)* of 12-week-old male WT and *Slc37a2*^KO^ mice. **f**–**h** Confocal images of representative femur cryosections stained for F-actin and Wheat-germ agglutinin, (WGA) from 12-week-old male mice (**f**) and quantitation of F-actin numbers (**g**, *n* = 12 fields/group *P* < 0.001) and diameters (**h**, *n* = 92 cells/5 independent WT samples and 192 cells/9 independent *Slc37a2*^KO^samples, *P* < 0.001). Bars 50 μm. **i** CTX-1 levels (*n* = 6, *P* = 0.1815) and **j** ratio of CTX-1/TRAP5b levels i*n* serum of 12-week-old male WT and *Slc37a2*^KO^ mice (*n* = 6, *P* = 0.0006). **k** Representative confocal image of the primary spongiosa of WT and *Slc37a2*^KO^ male femora immunostained for MMP13, F-actin and αvβ3 (IntegriSense^645^). Arrows indicate flat bone-lining MMP13^+^ cells occupying resorptive lacunae in magnified images^.^ Bars 50 μm. **l**–**o** Representative images of 12-week-old male femurs from WT and *Slc37a2*^KO^ mice depicting fluorescent calcein-double labeling (**l**, Bars, 100 µm), Mason’s Trichrome staining (**m**, Bars, 100 μm) and histomorphometric analyses of bone mineral apposition rate (**n**, *n* = 6, *P* < 0.001) and osteoblast numbers/ bone surface (**o**, *n* = 6, *P* = 0.0186). **p** Relative mRNA expression in femora from 12-week-old WT and *Slc37a2*^KO^ mice (*n* = 3). *Slc37a2 P* = 0.017655; *Acp5 P* = 0.003896; *Ctsk P* = 0.003602; *Runx2 P* = 0.016348; *Alp P* = 0.018260; *MMP9 P* = 0.005514; *MMP13 P* = 0.004579; *MMP14 P* = 0.000163; *Sphk1 P* = 0.001930; *BMP6 P* = 0.000829; *Tgfb1 P* = 0.023799. All data are presented as means ± SD. *P < 0.05, ** *P* < 0.01, ***P < 0.001 by two-tailed unpaired Student’s *t* tests. Source data are available in the Source Data file.

Because osteoclast-mediated bone resorption is intimately coupled to the bone formation by osteoblasts^35^, we also examined bone formation parameters by dynamic bone histomorphometry of double calcein-labeled frozen sections (Fig. 7l). As shown in Fig. 7n, femora isolated from *Slc37a2*^KO^ mice exhibited significantly increased mineral apposition rates (MARs) compared with WT. Consistently, the number of osteoblasts occupying bone surfaces (Fig. 7m, o), as well as the expression of osteoblast marker genes Runx2 and ALP (Fig. 7p), were increased in distal femur metaphysis of 12-week-old *Slc37a2*^KO^ mice. The capacity of *Slc37a2*^KO^ osteoblasts to differentiate and form bone mineralizing nodules in vitro, however, was indistinguishable from WT osteoblasts (Supplementary Fig. 7c), implying that the observed increase in bone formation in vivo was indirect. Corroborating this, analyses of the mRNA expression of key osteoclast-derived ‘clastokines’ (Sphk1/S1P, Sema4D, Wnt10b, Wnt16, and BMP6) and the osteoblast ‘coupling factor’ (TGF-β)^35^ in whole femurs revealed that loss of Slc37a2 in mice corresponded with a significant increase in Sphk1 and TGF-β1 mRNA expression, but not Sem4A (*P* = 0.06) Wnt16, Wnt10b or BMP6 (Fig. 7p). The mRNA levels of Sphk1 and TGF-β1 in WT and *Slc37a2*^KO^ osteoclasts cultured in vitro were however comparable (Supplementary Fig. 7d), indicating that their elevated in vivo expression was a consequence of increased osteoclast numbers, and/or increased expression in other bone cells. Thus, high bone mass in *Slc37a2*^KO^ mice is driven, primarily, by diminished bone resorption by osteoclasts together with imbalanced remodeling-based bone formation by osteoblasts.

### *Slc37a2* deletion impairs the function but not the formation of osteoclasts

We next assessed whether Slc37a2 regulates cell-autonomous effects in osteoclasts. To this end, BMMs isolated from WT and *Slc37a2*^KO^ littermates were exposed to M-CSF and RANKL for 5 days to induce osteoclast differentiation. As shown in Fig. 8a, b, the number of TRAP^+^osteoclasts formed in vitro is indistinguishable between WT and *Slc37a2*^KO^ mice. Consistently, no obvious morphological distinctions were observed in either the spreading or capacity of *Slc37a2*^KO^ osteoclasts to form F-actin rich podosome-belts (Fig. 8c). Temporal expression of protein markers for osteoclast differentiation, including NFATc1, c-Src, V-ATPase or cathepsins K and B, were also comparable between WT and *Slc37a2*^KO^ cells (Fig. 8d). Further, absence of *Slc37a2* did not alter key RANKL-induced signaling events, including phosphorylation of ERK1/2, Akt, and IκBα (Fig. 8e). Thus, Slc37a2 does not regulate osteoclast differentiation.

**Fig. 8:**
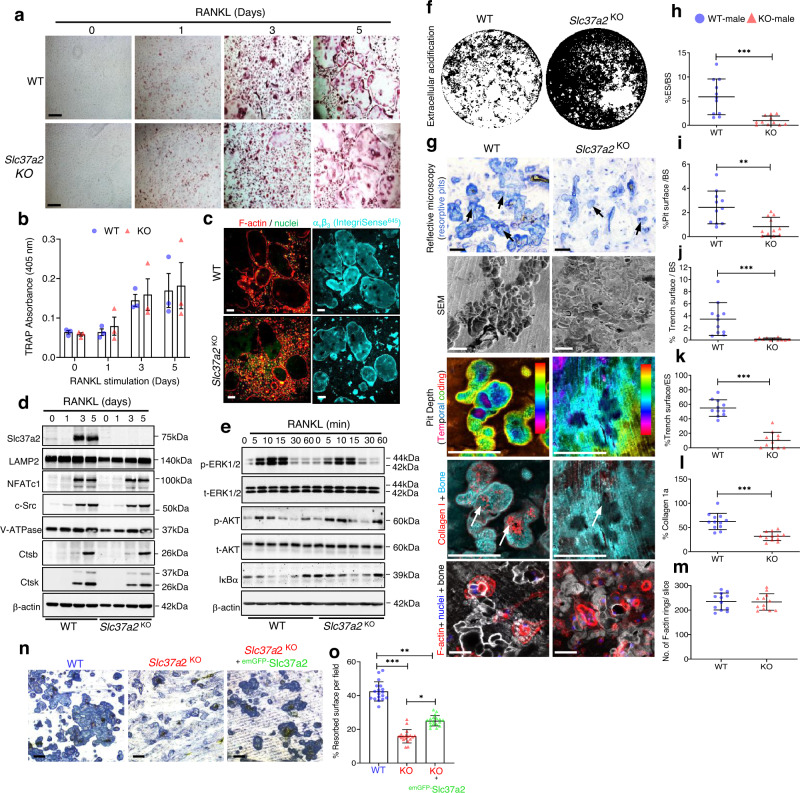
*Slc37a2* deletion impairs bone resorption but does not alter osteoclast differentiation, spreading, or RANKL-signaling cascades. **a** and **b** WT and *Slc37a2*^*KO*^ BMM-derived osteoclasts were TRAP stained (**a**), and TRAP activity measured (405 nm) (**b**) (*n* = 3). Bar, 50 µm. **c** Representative images of WT and *Slc37a2*^*KO*^ osteoclasts immunostained for F-actin, αvβ3 (IntegriSense^645^) and nuclei. Bar 50 µm. **d** Expression of osteoclast and SL markers during RANKL-induced differentiation of WT and *Slc37a2*^*KO*^ BMMs by immunoblotting using indicated antibodies (*n* = 3). **e** RANKL-signaling in WT and *Slc37a2*^*KO*^ BMMs. Immunoblotting of the levels and phosphorylation states of ERK1/2, AKT, and IκBα in response to RANKL (*n* = 3). **f** Representative Von Kossa staining of WT and *Slc37a2*^*KO*^ osteoclasts on mineralized substrates (*n* = 3). **g–m** Representative images of in vitro bone resorption assays of WT and *Slc37a2*^*KO*^ osteoclasts using reflective microscopy, SEM, and confocal microscopy with quantification of the percentage of eroded surface (**h**, *n* = 11 bone discs from 3 experiments; *P* = 0.0004), pit area (**i**, *n* = 11 bone discs from 3 experiments; *P* = 0.0029), trench surface per bone slice (**j**, *n* = 11 bone discs from 3 experiments; *P* = 0.0006), trench surface/eroded surface (**k**, *n* = 11 bone discs from 3 experiments; *P* < 0.0001), collagen1a staining (**l**, *n* = 12 bone discs from 3 experiments; *P* < 0.0001) and a number of F-actin rings per bone slice (**m**, *n* = 12 bone discs fro**m** 3 experiments; *P* = 0.9293). Black and white arrows indicate bone resorption pits in toluidine blue and collagen 1 stained bone slices, respectively. Bars, 50 µm. **n** and **o** Rescue of *Slc37a2*^*KO*^ osteoclasts activity by lentiviral transduction of ^emGFP-^Slc37a2. Depicted are representative images of toluidine blue stained resorptive pits of WT, *Slc37a2*^*KO*^, and ^emGFP-^Slc37a2 transduced *Slc37a2*^*KO*^ osteoclasts with quantification of the percentage resorbed surface per field quantified (*n* = 54 fields from 3 experiments, WT vs. Slc37a2^KO^ *P* < 0.0001; WT vs. ^emGF*P-*^Slc37a2^KO^ *P* = 0.0011; Slc37a2^KO^ vs. ^emGFP-^Slc37a2^KO^ *P* = 0.0250). All data are presented as means ± SD. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001 by two-tailed unpaired Student’s *t-*test (**h**–**m**) or nested one-way ANOVA (**o**). Bar, 50 µm. Source data are available in the Source Data file.

In comparison, when cultured on synthetic bone mineral (Fig. 8f) or bovine bone slices (Fig. 8g), *Slc37a2*^KO^ osteoclasts exhibited a dramatically diminished capacity to acidify their extracellular environment and digest mineralized matrix. Unlike the well-demarcated resorption lacunae excavated by WTs, resorption pits generated by *Slc37a2*^*KO*^ osteoclasts were morphologically irregular, formed fewer ‘trench-like’ resorptive trails, and were visibly shallow as revealed by reflective and scanning electron microscopy (Fig. 8g–k). Confirming this, the projection of confocal z-stacks of representative resorptive pits revealed the shallower temporal depth and reduced collagen Type 1a exposure in pits formed by *Slc37a2*^KO^ osteoclasts compared to WTs (Fig. 8l), reflecting their reduced extracellular acidification function. Intriguingly, this resorption deficit was independent of their capacity to form F-actin rings/sealing zones (Fig. 8m). Moreover, the pit phenotype could be rescued by transduction of recombinant lentivirus containing ^emGFP-^Slc37a2 into osteoclasts derived from *Slc37a2*^KO^ BMMs (Fig. 8n, o), confirming that the impairment was Slc37a2-dependent. Together, these data indicate that Slc37a2 regulates the function, but not the differentiation, of osteoclasts in a cell-autonomous way.

### Slc37a2 deficiency impairs the export of monosaccharide sugars from SLs required for delivery to the ruffled border

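RNAseq, which counts sequenced RNA fragments for each gene, covered 6 libraries, 3 from WT and 3 from *Slc37a2* KO mice. The sample labels describe them as osteoclasts differentiated in culture from bone marrow macrophages (BMMs), and the paper's results as osteoclasts. The paper's RNAseq methods instead describe RNA taken from whole femurs and tibias of male and female mice. The labels give 5 days of culture with 10 ng/ml RANKL and 2 ng/ml M-CSF. For the upkeep of BMMs before differentiation, the labels give 2 ng/ml M-CSF and the paper 25 ng/ml. Each column of the deposited table is headed by a genotype, an animal number, the letter F and an age of 11 weeks, but by no replicate number. Libraries are therefore named here by animal number, no library was paired with another, and the letter F was not used to assign a sex. The authors deposited whole-number read counts for 22601 genes by symbol, without normalization, beside their own edgeR comparison. The aligner, genome build and gene annotation are not given in the sources used here. The totals were 39250356, 27552183 and 31396766 counts in WT libraries K090, L080 and L082 (median 31396766). They were 29279260, 42522292 and 29663713 counts in *Slc37a2* KO libraries K089, L078 and L081 (median 29663713). No library was a duplicate of another, since the most similar pair (K089 and L081) had a chi-square of 7.21 per degree of freedom across genes. For the re-analysis, genes with low counts were removed with the defaults of edgeR's filterByExpr, which left 13483 genes holding 99.9% of the counts in every library. Library sizes were scaled by the TMM method, with factors from 0.931 to 1.06. Genotype was the one term in edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the tested genes. The biological coefficient of variation was 20.8%. With 3 libraries per genotype, an exact permutation test cannot give a two-sided p below 0.1, so differences are judged from the fitted model.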

To investigate the mechanism(s) by which Slc37a2 regulates osteoclast activity, comparative multi-omics analyses were performed on osteoclasts from WT and *Slc37a2*^KO^ mice (Supplementary Fig. 8). Except for the notable absence of Slc37a2, no consistent changes were detected both at the mRNA and protein levels between *Slc37a2*^KO^ and WT osteoclasts as determined by either RNAseq or label-free quantitative proteomics using a minimum of >1.5 Log_2_FC and an adjusted *P* value of <0.05. Similarly, the proteomes of SLs isolated from *Slc37a2*^KO^ and WT osteoclasts were unremarkable (Supplementary Fig. 8). This suggests that Slc37a2 deficiency does not alter the global transcriptome or proteome of osteoclasts. On the other hand, quantitative metabolomic profiling of osteoclasts derived from WT and *Slc37a2*^KO^ mice revealed differences in the levels of several key metabolites, most notably monosaccharide sugars including d-(+)-glucose 1 and d-(−)-fructose1/2, which were increased in *Slc37a2*^KO^ osteoclasts compared to WT (Fig. 9a). 

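The knocked-out gene itself was the largest fall. *Slc37a2* had 75789, 60889 and 76013 counts in the 3 WT libraries and 1233, 1446 and 1043 in the 3 *Slc37a2* KO libraries. After scaling, this was 2149 ± 292 CPM (edgeR's count scaled by library size; SD, n = 3) in WT, where it ranked 23 among all genes. In *Slc37a2* KO libraries it was 38.1 ± 6.66 CPM (SD, n = 3), or 1.77% ± 0.310 of the WT mean. The log2 fold change was −5.82 (standard error 0.20, 95% confidence interval −6.30 to −5.34, adjusted p = 7.07e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every *Slc37a2* KO library lay below every WT library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Leaving out WT library L082 moved this estimate the most, to −5.69. The transcripts left in *Slc37a2* KO libraries are counted per gene, so the exons they come from are not known from these values.
At the paper's limits, an absolute log2 fold change over 1.5 and an adjusted p below 0.05, *Slc37a2* was the single gene called, 1 down and 0 up. It was also the single gene called at any fold change. An unadjusted p below 0.05 was reached by 96 genes, 0.712% of those tested. The 3 *Slc37a2* KO libraries lay all above or all below the 3 WT libraries for 581 genes, 4.31% of those tested, where 10% arise by chance. The absolute log2 fold change had a median of 0.10 and a 95th percentile of 0.50. It exceeded 1.5 for 5 genes, and 3 of these, *TrnQ* (1.72), *Tmem267* (−1.52) and *Sfrp5* (1.50), had an adjusted p of 0.969 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and overlapping groups. These 3 genes and *En2*, below, were named after their values were seen.
*En2*, a homeobox gene, was counted in *Slc37a2* KO libraries alone, with 151, 169 and 177 counts against 0 in each WT library. These counts do not show whether the reads come from the *En2* locus or from an *En2* sequence carried by the targeting cassette. The scaled level of *En2* in *Slc37a2* KO libraries was 5.18 ± 1.29 CPM (SD, n = 3). Before scaling it was 4.90 CPM over the 3 *Slc37a2* KO libraries together, and a count of 0 over the 3 WT libraries allows up to 0.0306 CPM (3 counts of 98199305), so it was at least 160-fold higher. Its p was 3.41e-05 and its adjusted p 0.230 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above the limit. The number of genes past both limits was 2, *Slc37a2* and *En2*, under edgeR's likelihood ratio test, under DESeq2's Wald test and with no filter on low counts. Over the alternatives fixed in advance, each library left out included, the adjusted p of *En2* ran from 1.36e-34 to 1.00 in edgeR and DESeq2 with Benjamini-Hochberg adjustment. The limit set by a count of 0 covers counting error only.

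**Figure D1:**
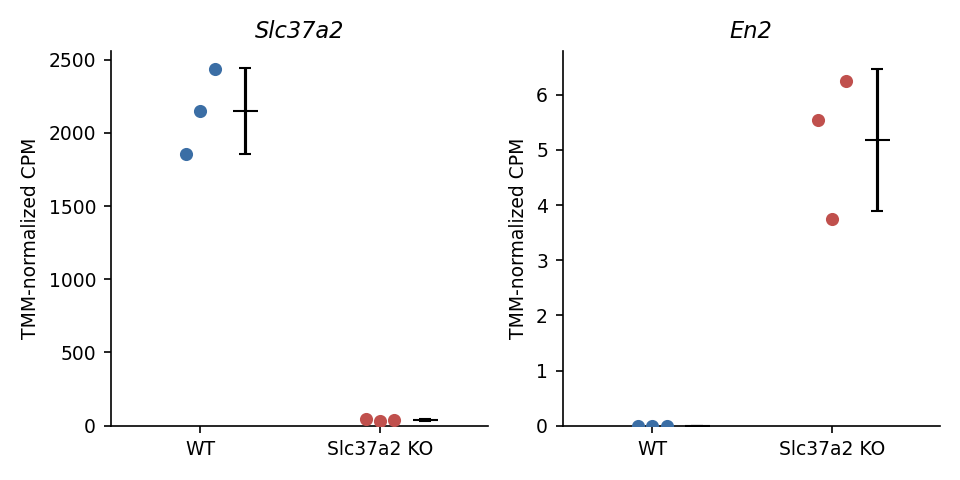
TMM-normalized CPM of *Slc37a2* (left) and *En2* (right) in WT and *Slc37a2* KO libraries, with points for single libraries and bars for the mean ± SD (n = 3). *Slc37a2* lies between 1857 and 2440 CPM in WT and between 32.1 and 45.3 CPM in *Slc37a2* KO libraries, and *En2* is at 0 in every WT library.

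**Figure D2:**
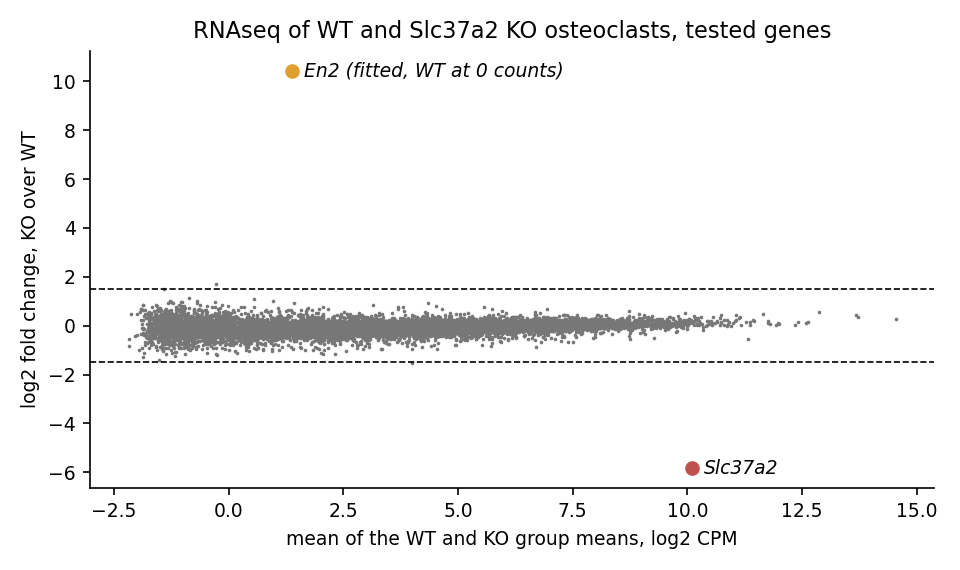
Log2 fold change of *Slc37a2* KO over WT for the 13483 tested genes, with dashed lines at the paper's limits of 1.5. The horizontal axis is the log2 of the mean of the WT and *Slc37a2* KO group means in CPM. *Slc37a2* lies at −5.82, and the value drawn for *En2* is a fitted one that depends on the prior count because its WT count is 0.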

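How large a change these libraries leave room for was read from the confidence interval of each log2 fold change. For 12246 of the 13483 genes, 90.8%, the 95% interval lay inside −1.5 to 1.5 (exact binomial interval of this share, 90.3% to 91.3%, which takes genes as independent). The other 1237 genes had intervals that reached one of these limits or lay beyond it. Among them, the interval of *Slc37a2* (−6.30 to −5.34) and the fitted interval of *En2* (8.83 to 12.0) lay wholly beyond a limit. The share was 93.9% among the 11858 genes with a mean over 1 CPM and 68.3% among the rest. DESeq2 moved this share the most, to 55.4%, where genes with few counts were kept.
Detection was tested by thinning the deposited counts of 200 randomly chosen genes by a known fold. At a log2 change of 1, 111 of the 200 were called by edgeR's quasi-likelihood test, 147 by its likelihood ratio test and 146 by DESeq2. At 1.5 the numbers were 137, 168 and 159, and at 3 they were 170, 192 and 186. Each test thus missed some of the changed genes at every size. A call here needed an adjusted p below 0.05 at any fold change, and genes that thinning took below edgeR's filter count as missed. With 200 genes changed at once, the Benjamini-Hochberg adjustment is less strict than for a lone changed gene. These numbers therefore do not give the chance of finding a lone change in these libraries.
Shifts shared by many genes were sought with 20 lists of genes fixed before the data were examined, of which 15 had at least 3 tested genes. The camera test of limma, which presets a correlation of 0.01 between the genes of a list, gave an adjusted p below 0.05 for 7 lists (Benjamini-Hochberg over the 15). The osteoclast list (*Acp5*, *Ctsk*, *Mmp9* and others) had a median log2 fold change of 0.27, was higher in *Slc37a2* KO libraries for 15 of 15 genes, and had an adjusted p of 7.00e-05 in limma's camera. The lysosome list had a median of 0.14, with 22 of 30 genes higher, and an adjusted p of 0.00744 in limma's camera. The list of proteins compared between genotypes in the paper had a median of 0.19 (adjusted p = 0.00867 in limma's camera). Of its 8 genes 7 are also in other lists, so its call is not separate evidence. Lower in *Slc37a2* KO libraries were the interferon response list (median −0.88, 12 of 12 genes lower, adjusted p = 0.00951 in limma's camera), the proliferation list (median −0.25, 10 of 10 genes lower), the stromal list (median −0.39, adjusted p = 0.0411 in limma's camera) and the Slc37 family. Over single libraries left out, the median ran from 0.12 to 0.46 for the osteoclast list, from −1.99 (without *Slc37a2* KO library L078) to −0.08 (without WT library K090) for the interferon list, and from −0.99 (without *Slc37a2* KO library L078) to −0.08 (without *Slc37a2* KO library L081) for the stromal list. With *Slc37a2* left out of the lists, a choice made after seeing the data, the Slc37 family had a median of −0.08 and was not called (adjusted p = 0.822 in limma's camera). The list of secretory lysosome proteins named in the paper was then called, with 12 of 17 genes higher in *Slc37a2* KO libraries and a median of 0.07 (adjusted p = 0.0294 in limma's camera and 0.765 in fry). Under limma's fry, which takes the correlation from the libraries, the Slc37 family was the one list called. No list was called by camera with the correlation estimated. With *Slc37a2* KO library K089 left out, camera called 1 list, and the osteoclast list had an adjusted p of 0.0883. The list of sugar transport and metabolism genes had a median of 0.03 but a mean of −0.08, and its direction differed between camera and fry (adjusted p = 0.916 and 0.845 in limma). Adjusted over the list alone, 1 gene (*Slc37a2*) was called in the Slc37 family and in the list of secretory lysosome proteins named in the paper, and 0 genes in the other 13 lists. The closest relatives of *Slc37a2* had log2 fold changes of −0.22 (*Slc37a1*), 0.09 (*Slc37a3*) and −0.08 (*Slc37a4*), each with an adjusted p of 0.969 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With single libraries left out, *Slc37a1* ran from −0.37 (without *Slc37a2* KO L081) to −0.0459 (without *Slc37a2* KO K089), *Slc37a3* from 0.0301 (without WT K090) to 0.16 (without WT L082), and *Slc37a4* from −0.15 (without WT L082) to −0.00776 (without WT L080).
Most of the variation between libraries did not follow genotype. The first principal component of the log2 CPM held 57.7% of the variance. The WT libraries lay at −24.7, −22.4 and 9.78 on it, and the *Slc37a2* KO libraries at 40.1, −34.3 and 31.6 (exact permutation test, two-sided, p = 0.4). Interferon response genes showed the same division. Relative to each gene's mean over the 6 libraries, the list's median was 1.73, 0.63 and −0.98 log2 in WT libraries K090, L080 and L082. It was −1.74, 1.04 and −0.63 log2 in *Slc37a2* KO libraries K089, L078 and L081, and spanned 3.47 log2 units in all.

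**Figure D3:**
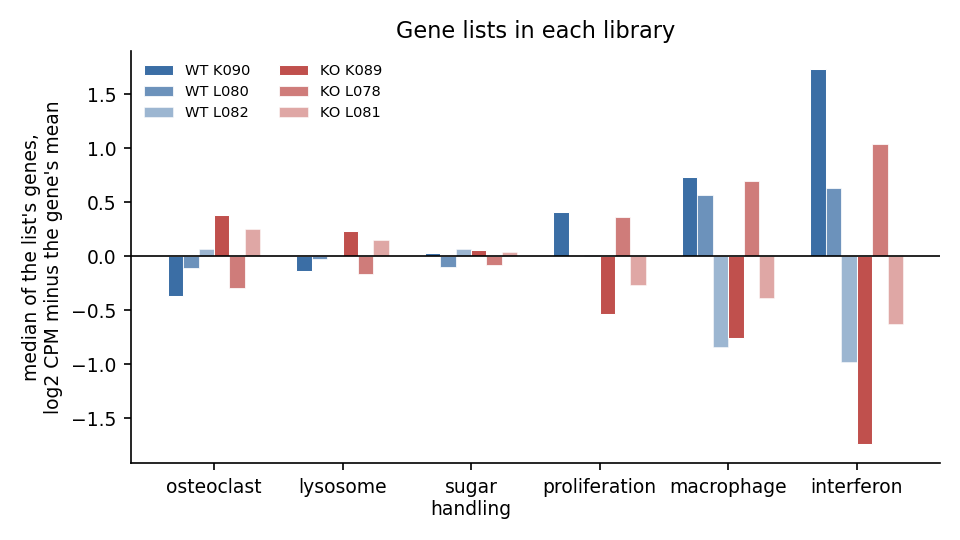
Median over the genes of 6 lists of the log2 CPM minus the gene's mean over the 6 libraries, one bar per library (blue, WT; red, *Slc37a2* KO). The interferon response list runs from −1.74 in *Slc37a2* KO library K089 to 1.73 in WT library K090, and both genotypes have libraries on either side of 0 for the osteoclast list.

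From the lack of consistent changes across mRNA and protein other than that of Slc37a2, and from proteomes of isolated secretory lysosomes, the proteomics not analysed here, the paper proposes that loss of Slc37a2 leaves the overall transcriptome and proteome of osteoclasts as they were (Supplementary Fig. 8).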

The level of glucose-6-phosphate (G6P), the presumed substrate of Slc37a2^29^, was however unaltered in *Slc37a2*-deficient osteoclasts.

**Fig. 9:**
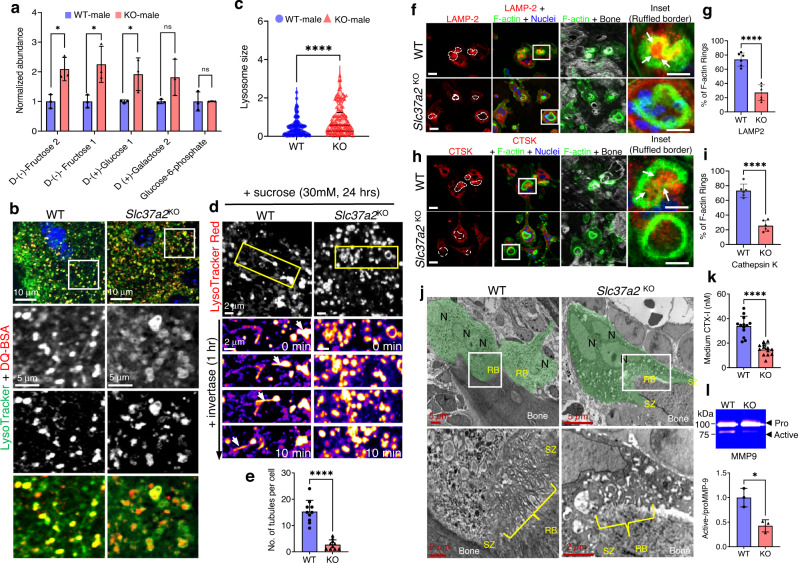
Export of monosaccharides and delivery of SLs to the ruffled border is impaired *Slc37a2*^KO^ osteoclasts. **a** Quantitative metabolomics profiling of monosaccharide sugars in BMM-derived osteoclasts from WT and *Slc37a2*^*KO*^ mice (*n* = 3; d-(−)-Fructose 2 *P* = 0.014536; d-(−)-Fructose 1 *P* = 0.028321; d-(+)-Glucose 1 *P* = 0.046169). **b** and **c** Representative confocal images of WT and *Slc37a2*^*KO*^ osteoclasts stained with LysoTracker Green and DQ-BSA (**b**) and quantitation of SL size (**c**) (*n* = 109 SLs pooled from 10 cells per group, *P* < 0.0001). **d** Time-lapse confocal image series of WT and *Slc37a2*^*KO*^ osteoclasts cultured in high sucrose conditions (30 mM, 24 h) to induce sucrosome formation and imaged for 10 min post-treatment with invertase (0.5 mg/ml, 1 h). SLs were pulsed with LysoTracker Red prior to imaging. Arrows track an SL resolution and tubulation event. **e** Number of tubules per cell post-treatment with invertase (*n* = 10 cells, *P* < 0.0001). **f–i** Confocal images o**f** WT and *Slc37a2*^*KO*^ osteoclasts cultured on bone and immunostained for F-actin in combination with either LAMP-2 (**f**, Bars, 10 μm) or cathepsin k (CTSK) (**h**, Bars, 10 μm) and quantitation (**g**, *P* < 0.0001; **i**, *P* < 0.0001). Arrows indicate delivery of LAMP2 and CTSK within F-actin rings (*n* = 6). **j** Representative TEM micrographs of WT and *Slc37a2*^*KO*^ osteoclasts (green) lining trabecular bone surfaces within the primary spongiosa of 5-day-old male littermates (*n* = 3). Magnified pictures illustrate ruffled borders (RB). N nuclei, SZ sealing zone. **k**, **l** CTX-1 and active MMP9 levels in media from cultures of bone-resorbing WT and *Slc37a2*^KO^ osteoclasts as monitored by ELISA (**k**) and gel zymography (**l**). *n* = 13, *P* < 0.0001 (**k**) and *n* = 3, *P* = 0.0117 (**l**). Data are presented as means ± SD *P < 0.05 and ****P < 0.0001 by two-tailed unpaired Student’s *t*-test. Source data are available in the Source Data file. See also related Supplementary Movie 6.

It has long been known that glucose and fructose are transported out of lysosomes by an as-yet-unidentified monosaccharide transporter(s)^36^. Given that Slc37a2 resides on osteoclast SLs and that its absence coincided with increased intracellular levels of glucose and fructose, we considered the possibility that Slc37a2 regulates the export of monosaccharide sugars out of SLs. According to this scenario, SLs in *Slc37a2*^KO^ osteoclasts should be larger than those in controls due to osmotically imposed swelling upon substrate accumulation. Consistent with this premise, the size of SLs (co-labeled with LysoTracker green and DQ-BSA) in *Slc37a2*^KO^ osteoclasts were dramatically increased, and the associated network was less tubular when compared with their WT counterparts (Fig. 9b, c). Morphologically, *Slc37a2*^KO^ SLs appeared ‘swollen’ and resembled ‘sucrosomes’ (i.e. osmotically swollen endolysosomes that form upon the uptake and accumulation of undigestible sucrose)^37^. Addition of invertase, an enzyme that breaks down sucrose into its monosaccharide glucose and fructose constituents following its internalization and traffic into lysosomes, is known to induce the resolution (shrinkage) of sucrosomes, back to lysosomes, a process that coincides with extensive tubulation of lysosomal membranes^38,39^. Consistently, the addition of invertase (0.5 mg/ml, 1 h, *S. cerevisiae*) to osteoclast cultures superinfused with sucrose-containing solution (30 mM, 24 h) prompted rapid shrinkage and tubulation of WT LysoTracker Red^+^ sucrosomes (Fig. 9d) but failed to resolve sucrosomes in *Slc37a2*^KO^ osteoclasts when monitored over the same period by time-lapse confocal microscopy (Fig. 9e and Supplementary Movie 6). Thus, these data imply that Slc37a2 facilitates the export of glucose and fructose out of osteoclast SLs, a necessary prerequisite for the maintenance of SL size and the initiation of membrane tubulation.

In addition to initiating endomembrane remodeling events^40^, the efflux of luminal solutes is an important requirement for lysosomal transport^41^. Therefore, we next asked whether the morphological disturbances observed in *Slc37a2*^KO^ SLs altered their capacity to translocate to the osteoclast-ruffled border. To this end, we employed immunofluorescent confocal microscopy to monitor the delivery of key SL marker proteins LAMP2 and Ctsk to the ruffled border in bone-resorbing osteoclasts. As shown in Fig. 9f–i, whereas WT osteoclasts exhibited prominent LAMP2 and Ctsk staining within ruffled borders demarcated by F-actin rings (white arrows), the signal intensity of LAMP2 and Ctsk was drastically reduced in *Slc37a2*^KO^ osteoclasts, indicative of impaired ruffled border delivery. As a consequence, the ruffled borders of *Slc37a2*^KO^ osteoclasts appeared underdeveloped and immature when compared to the characteristic thin villous appearance of mature ruffled borders of WTs by TEM (Fig. 9j). Accordingly, ruffled border secretory activity was also diminished as indicated by the decreased levels of the cathepsin K cleavage product CTX-1 (Fig. 9k), as well as a reduction in the levels of the active form of MMP9 (Fig. 9l) when media was sampled from cultures of bone-resorbing *Slc37a2*^KO^ and WT osteoclasts. Altogether, these data suggest that, during bone resorption, Slc37a2 facilitates the export of monosaccharide sugars from SLs that, in turn, prompts SL tubulation and transport to the ventral plasma membrane for secretion, and thus maintenance of the osteoclast ruffled border.

## Discussion

Here we unmask the sugar transporter Slc37a2 as an obligatory component of osteoclast SLs and disclose several important findings that collectively advance our understanding of SL composition, organization, and regulation. First, we provide a proteomic account of the osteoclast SL, thus expanding the molecular inventory of this enigmatic organelle. Second, we establish Slc37a2 as a bona fide constituent of SL membranes, assigning a home to an otherwise orphan transporter. Third, we reveal that SLs exist as highly dynamic tubular organelles in living osteoclasts that fuse with the bone-lining plasma membrane and service the ruffled border, an observation that has previously gone unnoticed. Fourth, we provide detailed genetic evidence that *Slc37a2* is essential for osteoclast function and bone metabolism, thus promoting Slc37a2 to the league of osteoclast transporters linked to the pathophysiological regulation of bone^42^. Finally, our work establishes Slc37a2 as a candidate SL monosaccharide exporter, addressing a long-standing question in the lysosome field.

Originally identified as a cAMP-inducible gene in RAW264.7 macrophages^43^, Slc37a2 is considered a member of the Slc37 subfamily (Slc37a1–a4) of transporters which reside in the endoplasmic reticulum (ER) and function as Pi-linked antiporters for sugar-phosphates such as G6P^29^. However, at least two lines of mechanistic and structural evidence hint that Slc37a2 is unlikely an ER-anchored G6P transporter. First, unlike the archetype Slc37 family member Slc37a4, which functions as a Pi-linked G6P antiporter coupled to G6Pases-a/b, the exchange activity of Slc37a2 is insensitive to the G6Pases inhibitor chlorogenic acid, indicating that Slc37a2 is not a physiological G6P transporter^44^. Second, whereas Slc37a4 exists as a 10-transmembrane spanning protein localized to the endoplasmic reticulum (ER)^45^, Slc37a2 possesses 12 transmembrane segments housing an extended N-terminal loop that undergoes extensive N-linked glycosylation^46^ as well as localization signals (e.g. YxxØ) within its extreme C-terminus, criteria usually reserved for endolysosomal membrane proteins. Indeed, Slc37a2 has previously been detected on lysosomal membranes isolated from the liver by proteomics^47^. In addition, during the course of this work, Slc37a2 was reported to localize to an endolysosomal-related organelle dubbed the ‘gastrosome’ in zebrafish microglia^48^. Taken together with our extensive biochemical, morphological, and functional studies, which localize Slc37a2 to SLs in osteoclasts, we posit that the Slc37a2 transporter is a membrane resident of endolysosome-related organelles.

A remarkable feature of Slc37a2-bearing SLs is their extremely dynamic nature and ability to extend and maintain elongated tubules that fuse with the osteoclast bone-lining plasma membrane. What is the role of ‘tubular’ SLs in osteoclasts during bone resorption? Based on our live cell results, we favor a model whereby SLs undergo microtubule-coupled extension and tubulation necessary to infiltrate the narrow infolds of the ruffled border for cargo delivery (Fig. 10). Although our ‘tubular SL’ model challenges the traditional paradigm of ruffled border genesis i.e. via the fusion of acidified ‘vesicles’^16^, it offers a simple yet plausible explanation to reconcile how SLs (typically 200–900 nm in diameter)^49^ are able to adapt to overcome the size constraints imposed by the tight membrane folds of the ruffled border (~70–400 nm in diameter)^50^. This would also provide a mechanism for how collagenolytic enzymes, such as cathepsin K and MMP9, are continuously delivered to and secreted by the ruffled border during extended periods of bone resorption, such as occur during the formation of extended ‘trench-like’ resorptive trails^51^. Indeed, MMP9 secretion and activity have recently been shown to be mediated via tubular lysosomes in macrophages^52^. Alternatively, tubular SLs may serve to deliver components of the bone resorptive machinery to the ventral plasmalemma. The 116 kDa *a3* isoform (Tcirg1) of the V-ATPase proton pump, for example, is known to translocate from lysosomes to the bone-orientated osteoclast plasma membrane^12^ and has been shown, in macrophages, to be transported via tubular lysosomes to phagosomes to establish the acidic environment hostile to pathogens^53^. Given the analogies shared between the ruffled border and phagolysosomal membranes, it is therefore conceivable that *a3* and/or other endolysosomal proteins (e.g. LAMP2) may be delivered to the osteoclast ventral plasma membrane via tubular SLs. Such a model would be most consistent with the: (i) impaired delivery of LAMP2 and cathepsin K to the ruffled border membrane; (ii) reduced extracellular secretion of cathepsin K and active-MMP9; (iii) altered ruffled border morphology and; thus (iv) resorptive deficits exhibited by *Slc37a2*^KO^ osteoclasts.

**Fig. 10:**
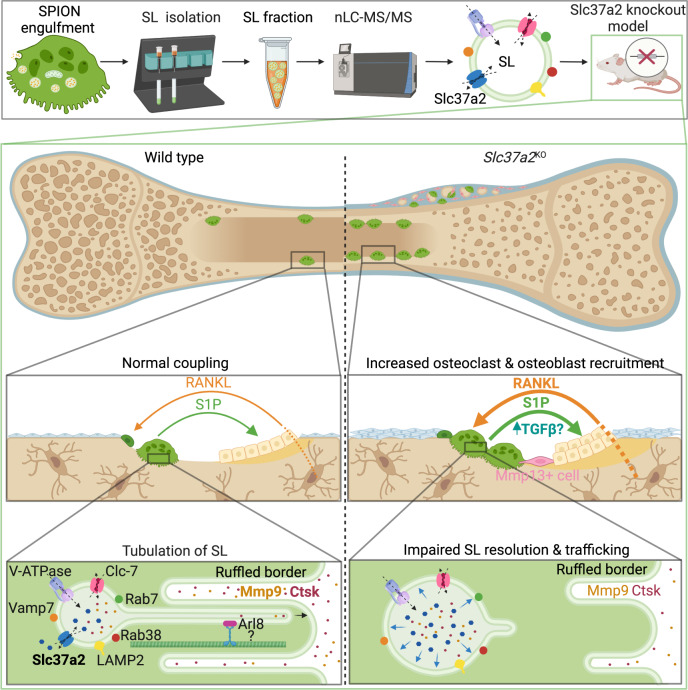
Working model of Slc37a2 in osteoclast function and bone metabolism. Top panel provides an overview of proteomic identification of sugar transporter Slc37a2 on osteoclast secretory lysosomes, the middle panels highlight tissue level alterations in osteoclast–osteoblast coupling during bone remodeling in *Slc37a2*-deficient mice and the bottom panel illustrates the proposed role for Slc37a2 in the regulation of sugar export from secretory lysosomes, a prerequisite for secretory lysosome resolution, membrane tubulation and delivery to the osteoclast ruffled border. Created with BioRender.com.

Perhaps the most striking observation of this study is the high bone mass phenotype in *Slc37a2*^KO^ mice. This phenotype is attributed primarily to impaired bone resorption by osteoclasts leading to imbalanced remodeling-based bone formation by osteoblasts. In vivo, this deficit in osteoclast function is paralleled by enhanced osteoclastogenesis via increased RANKL/OPG levels, as well as increased expression of proteases known to participate in collagen-matrix digestion (e.g. MMP9, MMP13, MMP14)^54,55^ and key coupling factors that promote remodeling-based bone deposition by osteoblasts (e.g. Sphk1/S1P and TGF-β)^35^. Altogether, these phenotypic and cellular features are strikingly reminiscent of those reported for cathepsin K-deficient mice^56–58^. What distinguishes *Slc37a2*^KO^ mice from mice lacking cathepsin K, and other models of osteosclerosis attributed to osteoclast dysfunction e.g. β3-integrin^59^ and Plekhm1^60^, is the conspicuous fibro-cartilaginous lesion observed within the physeal–metaphyseal interface. While the pathoetiology of this lesion requires further study, it may reflect the failure of *Slc37a2*^KO^ osteoclasts to complete bone ‘cut-back’ i.e. to decrease bone width within the periosteal metaphyseal area during longitudinal growth^61^. Alternatively, it may point to disturbances in a population of matrix-degrading cells specific to the periosteal-bone niche that are distinct from osteoclasts but are functionally dependent on Slc37a2. Future generation and characterization of cell-specific conditional *Slc37a2* knockout models may help to discern this.

Previous biochemical studies have described the transport of glucose and fructose out of lysosomes by unknown monosaccharide transporters^36^. Our results suggest that, in osteoclasts, Slc37a2 fulfils this role. First, metabolic profiling demonstrated that loss of Slc37a2 led to increased levels of glucose and fructose in osteoclasts. Second, the morphological swelling of SLs in *Slc37a2*^KO^ osteoclasts together with the impaired capacity of ‘sucrosomes’ to undergo invertase-induced resolution, indicates that the export of glucose and fructose from SLs is inhibited when Slc37a2 is lacking, in keeping with a lysosomal storage disorder. Considering that the extrusion of monosaccharides is an established prerequisite for lysosomal resolution^38^, tubulation^39^, and transport^41^, we envisage a membrane remodeling cascade whereby Slc37a2-mediated export of glucose and fructose drives the osmotic extrusion of water from SLs, which in turn, reduces their hydrostatic tension, thus prompting SL tubulation and transport to the bone-lining plasmalemma and/or ruffled border (Fig. 10).

In recent years, the critical importance of SLCs in human metabolic diseases and their largely untapped potential as ‘druggable’ targets has gained increasing momentum^62–64^. Altogether, our findings that *Slc37a2* deletion increases skeletal bone mass with age and attenuates menopause (OVX)-associated trabecular bone loss, lends a rationale for the development of Slc37a2 inhibitors as a potential therapeutic treatment for metabolic bone diseases.

## Methods

This research complies with the Animal Welfare Act 2002 (WA) and requirements of the eighth (2013) edition of the Australian code for the care and use of animals for scientific purposes. All protocols involving animals were approved by the Animal Ethics Committee of The University of Western Australia (Approval No. RA13/100/1475).

### Animals

Slc37a2 gene-trapped ES cells (JM8A3.N1 cell line, Clone ID EPD0641_4_E06) were obtained from the KOMP consortium and provided by the UC Davis KOMP Repository. Slc37a2 knockout (KO) mice were generated through the Australian Phenomics ES Cell-to-Mouse Service (Monash University). All mice were maintained on the C57BL/6N background under specific-pathogen-free conditions and routinely monitored by animal care staff at the Animal Resources Centre (ARC), Murdoch, Western Australia (WA). Mice were housed in standard cages (45 × 29 × 12 cm) and maintained at a temperature of 22 ± 1 °C and a humidity-controlled room (40–65%) on a 12 h light cycle with ad libitum access to water and a standard laboratory chow diet (SF00-100, Specialty Feeds, Glen Forrest, WA). Mice were euthanized by cervical dislocation under inhalation anesthesia (Fluriso, Isoflurane USP, VetOne).

### Genotyping

The genotype of mice was determined by PCR using the cycling parameters recommended by UC Davis KOMP Repository. The presence of Slc37a2 WT and tm2a alleles in the mice genome were analyzed by multiplex PCR using primer sequences CSD-loxF: GAGATGGCGCAACGCAATTAATG, CSD-R: GACCTAGCTTCTCAGGCATCTCAGG, CSD-Forward: AGAAGGGGTACAGAAGCAACAGC, CSD-ttReverse: CCATGTGTCCCTTCATGCTTTAGG.

### Bone marrow macrophage extraction and osteoclast culture

Bone marrow macrophages (BMMs) were harvested from the long bones of Slc37a2^+/+^ wild-type (WT) and Slc37a2^−/−^ (KO) mice in accordance with the UWA Institutional Animal Ethics Committee Guidelines. Unless otherwise specified, all cell culture reagents were purchased from Thermo Fisher Scientific. Briefly, extracted primary cells were cultured in complete α-MEM containing 10% fetal bovine serum (FBS), 2 mM l-glutamine, 50 U/ml penicillin, 50 U/ml streptomycin, and supplemented with M-CSF (25 ng/ml). All cultures were maintained in humidified conditions of 5% CO_2_ at 37 °C. Osteoclasts were generated from BMMs differentiated with RANKL (10 ng/ml, R&D Systems) and M-CSF (2 ng/ml) in vitro. Cells were then harvested and processed for RNA extraction, immunoblot or proteomic analysis, or seeded onto glass coverslips, glass-bottomed culture dishes (ibidi), cortical bone slices (Boneslices.com), or Osteo Assay Surface Stripwells (Corning).

### Secretory lysosome extraction

Secretory lysosome (SL) extraction was adapted using methods described previously^17,18^, but with the following modifications. Briefly, large-scale osteoclastogenesis was performed on 4 × 15 cm diameter dishes at a cell density of 5 × 10^6^ BMMs per plate. Following osteoclast formation, the cells were ‘pulsed’ for 24 h with 10 µl of superparamagnetic iron oxide nanoparticles (SPIONs) (carboxyl-Adembeads; Ademtech) per dish and ‘chased’ for an additional 24 h to accumulate SPIONs in secretory lysosomes. Cells were washed with warm PBS and scraped in homogenization buffer (10 mM HEPES–KOH pH 7.4, 250 mM sucrose, 5 mM DTT, 1 mM EDTA, and protease inhibitor cocktail, Roche). The cells were then homogenized using an Eberbach Corporation (E2355) Con-Torque Tissue Homogenizer at the highest rpm setting, a PYREX® 5 ml Potter-Elvehjem and Pestle (7725T-5) for 30 strokes then passed 8 times through a 23 G needle. Lysates were collected and centrifuged at 200×*g* for 10 min at 4 °C to remove debris and unbroken cells. The supernatants were then loaded onto a Miltenyi Biotec MS Column (130-042-201) equilibrated with 1 ml 0.5% BSA in PBS and immobilized SPIONs washed with DNase solution (1 mg/ml DNase, 0.1 mM sucrose in PBS). Fractions (F1–F3) containing enriched SLs were collected by separating the column from the Miltenyi Biotec MiniMACS™ Separator magnet and sequentially eluting the column with 200 µl of elution buffer (0.1 mM sucrose, protease inhibitor cocktail in PBS). Aliquots of the three enriched SL fractions (F1–F3), the cell homogenate (H), the post-nuclear supernatant (PNS), and the column flow-through (UB) were snap frozen in liquid N_2_ and stored at −80 °C until required. Successful isolation of SLs was confirmed using immunoblotting for specific organelle markers, transmission electron microscopy, and an enzymatic assay for β-Hexosaminidase activity.

### Proteomic sample preparation

Protein concentration of fractions was determined by Bradford assay (Bio-Rad #5000006). 10 µg of the total cell homogenates and SL fraction F2 (each corresponding to a biological triplicate) were used for proteomic analysis. Briefly, samples were mixed with SDS–PAGE sample buffer and denatured before 1-dimensional electrophoresis (1-DE) through an Invitrogen precast 10% NuPAGE Bis-Tris gel with corresponding NuPAGE running buffer at 80 V for 1 h. The gel was washed with Milli-Q H_2_O and fixed with 40% ethanol, and 10% acetic acid in Milli-Q H_2_O for 15 min with gentle rocking. After a series of Milli-Q H_2_O washes, the gel was stained using a pre-prepared Bio-Rad Colloidal Coomassie stain (#1610803) and then de-stained with Milli-Q H_2_O. The gel lanes were then divided into 10 fractions. The 10 gel fractions were further divided into 1 mm square cubes, further de-stained, and then digested in-gel with trypsin to extract peptides according to the methods of Shevchenko et al.^65^. Peptides were dried using a Speed-Vac and analyzed by mass spectrometry.

### LC–MS/MS analysis

For mass spectrometry analysis, peptides were separated at a flow rate of 300 nl/min on a 50 cm long, 75 µm internal diameter EASY-spray PepMap C18 column (Thermo Fisher Scientific) using a Dionex UltiMate 3000 Nano-UHPLC system (Thermo Fisher Scientific). The column was maintained at 50 °C. Buffers A and B were 0.1% formic acid in water and 0.1% formic acid in acetonitrile, respectively. Peptides were eluted in 165 min runs, with a gradient from 3% to 5% buffer B for 5 min, from 5% to 25% buffer B for 105 min, from 25% to 35% buffer B for 15 min, from 35% to 95% buffer B for 20 min, and equilibration (3% buffer B) for 19 min. Eluting peptides were analyzed on an Orbitrap Fusion mass spectrometer (Thermo Fisher Scientific). The instrument was operated in a data-dependent, “Top Speed” mode, with cycle times of 3 s. Peptide precursor mass to charge ratio (*m*/*z*) measurements (MS1) were carried out at 120,000 resolution in the 375–1500*m*/*z* range. The MS1 AGC target was set to 4E^5^ and the maximum injection time to 50 ms. Precursor priority was set to “most intense” and precursors with charge states 2–7 only were selected for HCD fragmentation. Fragmentation was carried out using 35% collision energy. The *m*/*z* of the peptide fragments were measured in the ion trap using an AGC target of 1E^4^ and 50 ms maximum injection time.

### Data analysis

Mass spectrometry spectral data were analyzed using Proteome Discoverer™ 2.3 Software (Thermo Fisher Scientific). Briefly, the reference FASTA library used for analysis was downloaded from UniProtKB (5/02/2020) for *Mus musculus* containing 86,447 reviewed and un-reviewed peptides. The cleavage sites were set to correspond to Trypsin and the maximum missed cleavage sites were set at 2. Minimum and maximum peptide lengths were set at 7 and 144, respectively, with the precursor mass tolerance set at 4.4 ppm. The biological triplicate peptide abundances were pooled and abundance ratios were calculated for total cell homogenate pooled triplicates over SL (F2) pooled triplicates.

### Analysis of human orthologues

Enrichment of genome-wide association study (GWAS) associations among human homologs of the mouse SL gene set was performed using the VEGAS2Pathway function of the VErsatile Gene-based Association Study 2 (VEGAS2) software package^24^. The VEGAS2Pathway approach tests for the enrichment of significant associations in GWAS summary data in pre-defined gene sets, while correcting for gene lengths, linkage disequilibrium (LD) between markers, and the size of the gene set. Gene analysis windows included 50 kb on either side of each gene, with the 1000 Genomes phase 3 EUR dataset used as the LD reference. A custom gene set was created for the analysis consisting of the human homologs of the top 218 enriched mouse genes identified in our studies. The estimated bone mineral density (eBMD) *P* values were generated using a linear mixed non-infinitesimal model in the BOLT-LMM v2 software package.

### Generation of Slc37a2 antibodies

A Slc37a2-specific polyclonal antibody was generated by immunizing rabbits with the peptide ‘CTPPRHHDDPEKEQ,’ corresponding to the cytoplasmic facing intracellular loop of mouse Slc37a2. Antisera were affinity-purified against the corresponding immunization peptide. Slc37a2 peptide antibodies were produced using the PolyExpress^TM^ service by GenScript (New Jersey, USA). Antibodies were validated against Slc37a2^KO^ osteoclasts by immunostaining (1:100 dilution) and immunoblotting (1:1000 dilution) (see Supplementary Fig. 1).

### Additional antibodies

For details of additional commercial antibodies used in the “Methods” section see Supplementary Table 1.

### Sample preparation for cryosectioning and immunohistochemistry

Hindlimbs of mice were dissected and muscles were thoroughly removed before the femurs were fixed in 10% formalin at 4 °C overnight. Samples were washed thrice with PBS before decalcification in cold, 14% EDTA pH 8.0 for 48 h. Decalcified bone samples were incubated in 15% and 30% sucrose (Sigma-Aldrich) in PBS each for 48 h at 4 °C, then embedded in SCEM-L1 embedding medium (SECTION-LAB), and rapidly cooled using a hexane-dry ice coolant mix. Bone cryosections (20–30 µm) were generated with a tungsten carbide blade (ProSciTech) and Leica CM1900 cryostat, using Kawamoto’s film method^66^.

For immunostaining, cryosections were completely thawed at RT and rehydrated with PBS at RT for 5 min to remove the embedding medium. Sections were permeabilized with 0.3% Triton-X/PBS at RT for 20 min and blocked with 5% BSA/PBS at RT for 30 min. Primary antibodies were incubated at 4 °C overnight. Primary antibodies included: Slc37a2 (rabbit polyclonal, this paper, 1:100 dilution), RUNX2 (rabbit monoclonal, D1L7F, Cell Signaling, 1:200 dilution), MMP13 (rabbit polyclonal, Abcam, ab39012 1:300 dilution). Conjugate antibodies and fluorescent probes included: Rhodamine phalloidin (Thermo Fisher Scientific, R415, 1:500 dilution), Alexa Fluor 647 Phalloidin (Thermo Fisher Scientific, A22287, 1:300 dilution), IVISense Osteo 680 (PerkinElmer, NEV10020EX, 1:300 dilution), IVISense Integrin Receptor (IntegriSense^TM^) 645 (PerkinElmer, NEV10640, 1:300 dilution). Following primary antibody incubation, sections were washed and incubated with secondary antibodies at RT for 2 h. Secondary antibodies used included: anti-rabbit Alexa Fluor 488 (Thermo Fisher, A-11029, 1:500 dilution), and nuclei were stained using Hoechst 33258 (Cat. no. H3596, Invitrogen, 2 µg/ml). Sections were washed, mounted onto glass slides using ProLong Glass antifade mountant (Cat. no. P36980, Invitrogen) and sealed with glass coverslips, and imaged by confocal microscopy. Sections were imaged using the NIKON A1R in a Ti-E inverted motorized confocal microscope equipped with Nikon PlanApo ×20 (air), Nikon PlanApo ×60 WI IR, 1.27NA (oil), and Nikon PlanApo ×100, 1.45 NA (oil) immersion lenses.

### Protein extraction and immunoblotting

Cells were lysed on ice in RIPA buffer supplemented with Protease Inhibitor Cocktail (Cat#. 11873580001, Roche). Lysates were cleared by centrifuging at 15,000×*g* and 4 °C for 20 min (Sorvall Legend Micro 17R Centrifuge, Cat#. 75002440, Thermo Fisher Scientific). Protein concentrations were determined through Bradford assays (Cat#. 5000006, Bio-Rad). For immunoblotting, a loading buffer was added and samples were incubated either at 37 °C for 1 h or 99 °C for 5 min before SDS–PAGE electrophoresis and transfer onto nitrocellulose membranes. Membranes were blocked with 5% skim milk in TBST, and primary antibodies were incubated overnight at 4 °C in TBST with 1% skim milk. Primary antibodies include: LAMP-2 (DSHB ABL-93, 1:1000 dilution), Rab7 (E9O7E, Cell Signaling 95746, 1:2000 dilution), Ctsk (Santa Cruz sc-48353, 1:250 dilution), Rab38 (Santa Cruz sc-390176, 1:200 dilution), Rab5 (Synaptic Systems 108 011, 1:1000 dilution), Syntaxin 16 (Stx16) (Synaptic Systems 110 163, 1:300 dilution), Rab1b (Santa Cruz sc-599, 1:5000 dilution), VDAC3 (Santa Cruz sc-292328, 1:500 dilution), VGluT1 (Synaptic Systems 135 303, 1:1000 dilution), Slc37a2 (this paper, 1:1000 dilution), V-ATPase D1 (Santa Cruz sc-81887, 1:1000 dilution), NFATc1 (DSHB, 7A6 1:1000 dilution), c-Src (Millipore Merck: 05-184, clone GD11, 1:1000 dilution), Ctsb (Atlas Antibodies, Sigma Aldrich HPA018156, 1:250 dilution), pERK1/2 (Santa Cruz sc-7383, 1:500 dilution), t-ERK1/2 (Promega V114A, 1:1000 dilution), p-AKT (Ser473) (Cell Signaling Technology, 1:1000 dilution), t-AKT (Cell Signaling Technology, 1:1000 dilution), IκBα (Santa Cruz: sc-371, 1:1000 dilution), and β-actin (DSHB JLA20, 1:2000 dilution). Membranes were next washed and incubated with peroxidase-conjugated secondary antibodies: goat anti-mouse IgG (Fab specific)-peroxidase antibody, (Sigma-Aldrich, A9917, 1:5000 dilution), goat anti-rabbit IgG (whole molecule)-peroxidase antibody, (Sigma-Aldrich, A0545, 1:5000 dilution) in TBST with 1% skim milk for 1 h. Membranes were developed with Western Lightning Ultra Chemiluminescence reagent (Cat#: NEL113001EA, Perkin Elmer), and imaged with an ImageQuant LAS 4000 (GE Healthcare).

### RNA extraction and quantitative PCR

Bone tissue samples were harvested from mice, snap-frozen in liquid nitrogen, and ground into powder using a hammer. The powdered bone tissue samples were transferred into RNAse-free microcentrifuge tubes and RNA was extracted using TRIzol reagent (Cat#. 15596026, Invitrogen), followed by purification using the PureLink RNA mini kit (Cat#. 12183020, Invitrogen). For cell cultures, media was removed before the addition of the TRIzol reagent. Following extraction, RNA samples were treated with RNase-free DNase I (Cat#. 18068015, Invitrogen). For the first-strand synthesis of cDNA, 1–2 µg of total RNA was reverse transcribed using SensiFAST^TM^ cDNA Synthesis Kit (Cat#. BIO-65054, Meridian Bioscience) according to the manufacturer’s protocol. Quantitative PCR was performed using SensiMix^TM^ II Probe Kit (Cat#. BIO-83005) with Universal ProbeLibrary (Roche Diagnostics), and the CFX96 Touch System (Bio-Rad). Relative fold expression was normalized to β-actin (ACTB; TaqMan), hydroxymethylbilane synthase (HMBS), and hypoxanthine-guanine phosphoribosyltransferase (HPRT) housekeeping control using primer sequences listed below.

### Oligonucleotides for qPCR

Primer: SLC37A2 isoform 2 Forward: tgctgcatcatgctgatctt; Reverse: cccattctggccaatgtagt

Primer: RUNX2 Forward: cgtgtcagcaaagcttctttt; Reverse: ggctcacgtcgctcatct

Primer: MMP9 Forward: agacgacatagacggcatcc; Reverse: tcggctgtggttcagttgt

Primer: MMP13 Forward: cagtctccgaggagaaactatgat; Reverse: ggactttgtcaaaaagagctcag; Primer: MMP14 Forward: gagaacttcgtgttgcctga, Reverse: ctttgtgggtgaccctgact

Primer: WNT16 Forward: catgaatctacacaacaacgaagc, Reverse: ttttccagcaggttttcaca;

Primer: WNT10b Forward: aatgcggatccacaacaac, Reverse: ctccaacaggtcttgaattgg

Primer: TGFβ1 Forward: tggagcaacatgtggaactc, Reverse: gtcagcagccggttacca

Primer: HPRT Forward: ggagcggtagcacctcct, Reverse: ctggttcatcatcgctaatcac

Primer: ACP5 Forward: cgtctctgcacagattgcat, Reverse: aagcgcaaacggtagtaagg

Primer: CTSK Forward: cgaaaagagcctagcgaaca, Reverse: tgggtagcagcagaaacttg

Primer: HMBS Forward: cagtgatgaaagatgggcaac, Reverse: aacagggacctggatggtg

Primer: ALP Forward: cggatcctgaccaaaaacc, Reverse: tcatgatgtccgtggtcaat

Primer: SOST Forward: atcccagggcttggagagta, Reverse: ccggttcatggtctggtt

Primer: SPHK1 Forward: tgtgaaccactatgctgggta, Reverse: gcagcccagaagcagtgt

Primer: SEMA4D Forward: aagtgggtgcgctacaatg, Reverse: gggcctcactgtcgatacac

Primer: BMP6 Forward: acatggtcatgagctttgtga, Reverse: gtcgttgatgtggggagaac

Primer: RANK Forward: gtgctgctcgttccactg, Reverse: agatgctcataatgcctctcct

Primer: RANKL Forward: tgaagacacactacctgactcctg, Reverse: cccacaatgtgttgcagttc

Primer: OPG Forward: gtttcccgaggaccacaat, Reverse: ccattcaatgatgtccaggag

### Immunofluorescence confocal microscopy

To preserve the integrity of the tubular SL network, rapid cellular fixation under precise temperature control and microtubule stabilization were performed according to the methods described in ref. ^67^. Briefly, osteoclasts were placed on a 37 °C heating block prior to the addition of freshly made, pre-warmed (37 °C) 8% PFA in 2x microtubule-stabilizing buffer (MTSB, 160 mM PIPES pH 6.8, 10 mM EGTA and 2 mM MgCl_2_) directly to the cell culture media in a 1:1 ratio (final concentration of 4% PFA in 1x MTSB). The cells were then immediately returned to a 37 °C incubator for 15 min. Following fixation, cells were rinsed gently thrice in pre-warmed PBS to remove residual fixative and stored in PBS at 4 °C until required. For immunostaining, osteoclasts were permeabilized with 1% saponin in PBS for 5 min at RT and then washed twice with PBS. Cells were blocked in 3% BSA/PBS for 30 min at RT. Cells were incubated with indicated primary antibodies: ARL8A/B (H-8, Santa Cruz, sc-398635, 1:200 dilution), LAMP-2 (DSHB GL2A7, 1:100 dilution), Rab7 (D95F2, Cell Signaling 9367, 1:100 dilution), Cathepsin K (182-12G5, Millipore, MAB3324, 1:300 dilution), GM130 (35/GM130, BD Transduction Laboratories, 610822, 1:100 dilution), PDI (1D3, ENZO Life Sciences, ADI-SPA-891-F, 1:200 dilution), Vps35 (B-5, Santa Cruz, sc-374372,1:300 dilution) in 0.2% BSA/PBS containing 0.1% saponin overnight at 4 °C. Cells were washed four times with 0.2% BSA/PBS and incubated with secondary antibodies: Alexa Fluor 488 goat anti-mouse IgG (Thermo Fisher Scientific, A-11029, 1:500 dilution); Alexa Fluor 568 goat anti-mouse IgG (Thermo Fisher Scientific, A-11031, 1:500 dilution); Alexa Fluor 647 goat anti-mouse IgG (Thermo Fisher Scientific, A-21236, 1:500 dilution); Alexa Fluor 488 goat anti-rabbit IgG (Thermo Fisher Scientific, A-11034, 1:500 dilution); Alexa Fluor 568 goat anti-rabbit IgG (Thermo Fisher Scientific, A-11036, 1:500 dilution); Alexa Fluor 647 goat anti-rabbit IgG (Thermo Fisher Scientific, A-21245, 1:500 dilution); Alexa Fluor 555 donkey anti-rat, IgG (Thermo Fisher Scientific, A-48270, 1:500 dilution) and Hoechst 33258 (Thermo Fisher Scientific, 1/10,000 dilution) diluted in 0.2% BSA/PBS containing 0.1% saponin for 1 h at RT. Finally, cells were washed three times with PBS and samples were mounted onto glass slides using ProLong Glass Antifade mountant (Invitrogen). Cells were imaged using the NIKON A1R in a Ti-E inverted motorized confocal microscope equipped with Nikon PlanApo ×20 (air), Nikon PlanApo ×60 WI IR, 1.27NA (oil), and Nikon PlanApo ×100, 1.45 NA (oil) immersion lenses.

Immortalized human embryonic kidney cells (HEK293, CRL-1573, ATCC) were maintained in 10% FBS in Dulbecco’s modified eagle medium (Life Technologies) supplemented with 2 mM l-glutamine (Life Technologies) and transfected with Lipofectamine 2000 (Life Technologies) according to the manufacturer’s instructions. HEK293 cells expressing ^emGFP-^Slc37a2 were fixed and immunostained with primary antibodies against CD63/LAMP3 (DSHB H5C6, 1:100 dilution) and GM130 (35/GM130, BD Transduction Laboratories, 610822, 1:100 dilution) according to the methods described above. In some instances, ^emGFP-^Slc37a2 expressing cells were labeled with LysoTracker^TM^ Red DND-99 (Thermo Fisher Scientific, 1:1000 dilution) probes or co-transfected with late-endosomal/lysosomal markers (^mRFP-^Rab7 or LAMP1^-RFP^) and imaged live using the NIKON A1R in a Ti-E inverted motorized confocal under controlled atmospheric conditions (37 °C and 5% CO_2_) using an Oko Labs stage top incubator. Frames were captured at 8 s intervals using NIS Elements software (Nikon). Images were processed and channels pseudo-colored using ImageJ (Fiji) software^68^.

### Microinjection

Primary BMMs were cultured directly onto ibidi 35 mm glass bottom culture dishes (Cat# 81218-200, ibidi) under osteoclastogenic condition (10 ng/ml RANKL and 25 ng/ml M-CSF) for a period of 4 days. Nuclear microinjection of plasmid vectors including ^mCherry-^Slc37a2 isoform 1, ^emGFP-^Slc37a2 isoform 2, ^RFP-^LAMP1, Cortactin^–dtTomato^, ^mCherry-^VAMP7, ^mCherry-^Rab38), and ^mCherry-^Rab5 (all 1 µg/µl in H_2_O) was performed on an Olympus IMT-2 inverted microscope, using Femtotip II microinjection capillaries (Cat#. 5242957.000, Eppendorf) combined with the Eppendorf electronic microinjector FemtoJet 4x (Cat#. 5253000033, Eppendorf) and InjectMan®4 micromanipulator (Cat#. 5192000035, Eppendorf) using external continuous pressure. After microinjection, cell media was refreshed and the osteoclasts were maintained at 37 °C and 5% CO_2_ overnight before live cellular imaging the following day.

### Live cell imaging

Primary BMMs were cultured directly onto ibidi 35 mm glass bottom culture dishes under osteoclastogenic conditions (10 ng/ml RANKL and 25 ng/ml M-CSF) for a period of 4–5 days. For live imaging of osteoclasts on bone, similar conditions as above were employed to culture primary BMMs directly on bovine cortical bone slices (Boneslices.com) for 8–10 days, before the bone slices were transferred to a glass bottom culture dish for imaging. Prior to imaging, osteoclasts were incubated with live imaging compatible fluorescent probes: SIR-Actin (Cytoskeleton, Inc.), LysoTracker^TM^ Red DND-99 (Thermo Fisher Scientific), LysoTracker^TM^ Green DND-26 (Thermo Fisher Scientific), DQ^TM^ Red BSA (Thermo Fisher Scientific), OsteoSense 680 fluorescent probe (Perkin Elmer), Wheat Germ Agglutinin (Thermo Fisher Scientific), Alexa FluorTM 488 conjugate (Thermo Fisher Scientific), Magic Red Cathepsin K Assay (ImmunoChemistry Technologies LLC), MitoTrackerTM Red CMXRos (Thermo Fisher), Hoechst 33258 Pentahydrate (bis-Benzimide) (Thermo Fisher Scientific), according to manufacturer’s instructions.

Live osteoclasts treated with fluorescent live probes or microinjected with plasmids of interest were imaged using the NIKON A1R in a Ti-E inverted motorized confocal under controlled atmospheric conditions (37 °C and 5% CO_2_) using an Oko Labs stage top incubator. Frames were captured at indicated time points using NIS Elements software (Nikon). Images were processed and channels pseudo-colored using ImageJ (Fiji) software^68^. For sucrose-mediated enlargement of lysosomes, BMM-derived osteoclasts from WT and *Slc37a2*^KO^ mice were incubated with 30 mM sucrose in complete α-MEM for 24 h after which cells were incubated with LysoTracker^TM^ Red DND-99 dye for 30 min to label sucrosomes. Sucrosome resolution was initiated by the addition of 0.5 mg/ml, of invertase (*S. cerevisiae*) for 1 h, and then images were captured continuously by time-lapse confocal microscopy for a period of 10 min.

### Constructs

^mCherry-^Slc37a2 iso1 and ^emGFP-^Slc37a2 iso2 were generated using Genscript Express Cloning SC1691 cloning service. Briefly, ^mCherry-^Slc37a2 iso1 was designed by cloning the full-length coding sequence (CDS) of Slc37a2 variant 1 (NCBI reference sequence: NM_001145960.1) into the pcDNA3.1+ vector. The initial ATG start codon was removed and replaced with a mCherry sequence, followed by a 21 bp linker sequence (5’-TCCGGACTCAGATCTCGAGCG-3’) downstream. ^emGFP-^Slc37a2 iso2 was generated by cloning the full length CDS of Slc37a2 variant 2 (NCBI reference sequence: NM_020258.4) into the pcDNA3.1+ vector. Similarly, the initial ATG start codon was removed and replaced with an emGFP sequence, followed by a 21 bp linker sequence (5’-TCCGGA CTCAGATCTCGAGCG-3’) downstream.

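In the GENCODE M21 annotation of GRCm38, *Slc37a2* lies on the minus strand of chromosome 9 from 37227585 to 37255738, a span of 28154 bp with 3 annotated transcripts. The transcript matched to variant 1 (isoform 1) has 19 exons and 2945 nt and encodes 506 amino acids. The transcript matched to variant 2 (isoform 2) has 18 exons and 5943 nt and encodes 501 amino acids. The isoforms share their first 497 residues, and 16 exons have identical ends in both. Isoform 1 ends its coding sequence in exon 18 (37233053 to 37233109), which isoform 2 lacks, and adds 9 residues of its own, SSLALTHPR. In isoform 2 the exon 18 (37227585 to 37231656) holds the stop codon and a long 3′ untranslated region, and adds 4 residues of its own, YKQI. The mRNA primer pair that the paper lists for isoform 2 matches both transcripts, in exons 12 and 13, with a product of 66 nt from either. Counts per gene, as deposited for the RNAseq libraries, do not separate these isoforms.

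**Figure D4:**
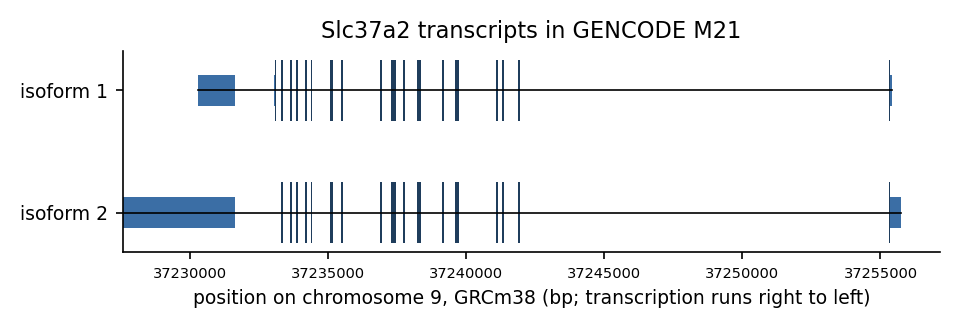
Exons of the *Slc37a2* transcripts of isoform 1 and isoform 2 along chromosome 9 of GRCm38 (position in bp), with tall boxes for coding sequence and low boxes for untranslated regions. The transcripts differ at their 3′ ends on the left, where isoform 1 has a coding exon at 37233053 to 37233109 that isoform 2 lacks.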

To create the entry clone required for gateway cloning into the lentiviral destination vector, SalI, and NotI sites were inserted into ^emGFP-^Slc37a2 iso2 using the following primers (5’-TAAGCAGTCGACATGGTGAGCAAGGGCGAG-3’; 5’-TGCTTAGCGGCCGCTCAAA TTTGTTTGTACCCACTGC-3’), then ligated into the pENTR1A no ccDB (w48-1) vector (a gift from Eric Campeau and Paul Kaufman, Addgene plasmid # 17398; RRID:Addgene_17398) using the Quick Ligation^TM^ kit (New England BioLabs) according to manufacturer’s instructions. The pLenti PGK Hygro emGFP-Slc37a2 iso2 vector (referred to as pLenti ^emGFP-^Slc37a2) was constructed by recombining pENTR1a emGFP-Slc37a2 iso 2 with the pLenti PGK Hygro DEST (w530-1) vector (a gift from Eric Campeau and Paul Kaufman, Addgene plasmid # 19066; RRID:Addgene_19066) using Gateway LR Clonase II enzyme mix (Thermo Fisher) as per manufacturer’s instructions.

### Lentiviral production and transduction of primary bone macrophages

To produce lentivirus, pLenti ^emGFP-^Slc37a2, and pHIV-PV-VSVG (kind gift from Dr. Scott A. Fisher, The University of Western Australia) packaging plasmid were co-transfected into HEK293FT cells (R70007, Thermo Fisher) using TransIT-Lenti transfection reagent (Mirus) according to manufacturer’s instructions. 18 h post-transfection, media containing the transfection reagent was removed and replaced with fresh, high-BSA DMEM (Gibco) containing 10% FBS (Gibco) and 0.1 g/L bovine serum albumin (Sigma-Aldrich). Culture media containing lentivirus were collected 48–72 h post-transfection and concentrated using a lentivirus concentration solution (Origene) according to the manufacturer’s instructions. The lentiviral pellet obtained post concentration was resuspended in cold, sterile PBS, aliquoted, and stored at −80 °C until required.

Prior to transduction, lentiviral particles were titrated using the qPCR lentivirus titration kit (Applied Biological Materials Inc.) according to the manufacturer’s instructions. BMMs were transduced with lentiviral particles in the presence of 20 µg/ml protamine sulfate (Sigma-Aldrich) 24 h after the first RANKL (10 ng/ml, R&D Systems) stimulation of BMMs.

### Bone resorption and extracellular acidification assays

For bone resorption assays, primary BMMs were cultured directly on devitalized bovine cortical bone slices (Boneslices.com) for 10–12 days. Osteoclasts were visualized by incubating with TRAP stain at 37 °C for 30 min. Cells were then washed with PBS and imaged using a standard, upright light microscope. To expose the underlying resorption pits, cells were mechanically removed by gentle brushing of the bone surface with a wet cotton bud. Slices were then washed with 70% ethanol, rinsed in PBS, and left to air-dry overnight. For detection of resorption pits using light microscopy, surfaces of the bone slices were stained with 1% toluidine blue for 30 s, excess toluidine blue was removed by blotting with tissue paper and then imaged using the Nikon Eclipse T200 reflective microscope (NIKON) at ×10 magnification. Images were captured in JPG format using Nikon digital sight DS-5MC and NIS BR Elements 3.2 software. Qualitative analysis of the resorption areas was performed using ImageJ (Fiji) software. To detect resorption pits using SEM, resorbed bone slices devoid of cells were mounted onto aluminum studs and imaged using the TM4000 Plus tabletop SEM (Hitachi). For confocal microscopy, cleaned bone slices were incubated in 0.2% BSA–PBS containing rabbit anti-collagen I antibody (Abcam, ab34710, 1:300 dilution) for 2 h at RT. Slices were washed in PBS and subsequently incubated with Alexa Fluor 568 goat anti-rabbit IgG (Thermo Fisher Scientific, A-11034, 1:500 dilution) and IVISense Osteo 680 fluorescent probe (Perkin Elmer) for 1 h at RT. Bone slices were washed in PBS before mounting onto glass slides with ProLong^TM^ Diamond antifade mountant and left to cure overnight. The samples were imaged using ×100 oil immersion lenses. Image stacks were opened in Fiji and maximally projected after using Temporal-Color Code to differentially pseudo-color each *z* depth from the start to the end of the image stack.

For the assessment of extracellular acidification activity, osteoclasts were differentiated on bone-mimicking substrates (Osteo Assay Stripwell microplate, Corning) for 7 days after which Von Kossa staining was performed to visualize the remaining mineralized matrix. Briefly, osteoclasts were removed by incubating in a 25% bleach solution in distilled water for 5 min at RT. Wells were rinsed twice with distilled water before 100 µl 1.5% silver nitrate (Sigma-Aldrich) was added to each well and incubated in the dark for 5 min at RT. The silver nitrate solution was removed and the wells were rinsed well with several changes of distilled water. An equal volume of freshly prepared 0.5% hydroquinone was then added to each well. Precipitation reaction resulted in the remnant mineral turning dark brown/black upon the addition of hydroquinone. After a 1 min incubation, the hydroquinone solution was removed and the wells were washed gently with distilled water. Demineralized zones appear as white clearings against the black mineral background and correlate with the degree of extracellular acidification by osteoclasts.

### Mineralization and Alkaline Phosphatase (ALP) assay

Primary mouse osteoblasts were isolated from the long bones and calvarial bone of WT and Slc37a2^−/−^ mice. Mineralization assays were conducted using 4 × 10^4^ cells/well (24-well plate) in complete α-MEM supplemented with either 50 μg/mL l-ascorbic acid or osteogenic media, i.e. complete α-MEM with 50 μg/mL l-ascorbic acid, 2 mM β-glycerophosphate (Sigma-Aldrich). Culture medium was replaced every other day and fixed after 21 days using 4% paraformaldehyde. Bone nodules were stained using Alizarin Red S solution (Sigma-Aldrich; 130-22-3). ALP activity was visualized using Leukocyte Alkaline Phosphatase Kit (Sigma-Aldrich; 86R-1KT).

### Histology and histomorphometry

Left proximal tibia and distal femur samples from sex and age-matched wild-type and knockout littermates were processed using a Leica TP1020 processor (Leica Biosystems) in preparation for methyl methacrylate (MMA) embedment according to standard protocol. Samples were sectioned using a Leica Biosystems RM2255 automated microtome at a thickness of 5 µm. Sections were stained for TRAP, Mason’s trichrome, and Von Kossa, according to standard protocols. Sections were scanned using a Leica Biosystems Aperio ScanScope. Histomorphometric analysis was performed using BioQuant Osteo, version 13.2.6 (Bioquant Image Analysis, Nashville, TN). For dynamic bone histomorphometry, 11-week-old mice were injected (intraperitoneally) with 5 mg/kg fluorochrome-labeled calcein green (Sigma-Aldrich) twice over the 6-day intervals (i.e. on day 0 and then day 5). Mice were sacrificed 2-days after the second injection. Femora and tibia bone tissue were removed, fixed, embedded in SCEM-L1, cryosectioned, and slides imaged by confocal microscopy. The mineral apposition rate (MAR) in micrometers per day was calculated from fluorochrome double calcein labels at the periosteal surfaces using NIS Elements software (Nikon).

### Skeletal staining

For, whole mount skeletal staining, euthanized mice were skinned, eviscerated, and fixed in 90% ethanol for 7 days and prepared for whole mount staining with Alcian blue and Alizarin red S. Briefly, Alcian blue staining (5:1 mixture of 96% ethanol and glacial acetic acid with 0.01% Alcian blue) was performed for 3 days at room temperature. Samples were then postfixed in 96% ethanol (6 h) and cleared in 2% KOH. For Alizarin red staining, samples were incubated for 24 h in Alizarin red S (0.003% Alizarin red S in 1% KOH) and washed in 1% KOH solution three times for 5 hrs. Specimens were then placed in 20% glycerine–1% KOH for 24 h.

### Serum calcium, TRAP5b, CTX-I, and PTH analysis

Serum concentrations of calcium, tartrate-resistant acid phosphatase isoform 5b (TRAP5b), C-terminal telopeptides of type I collagen (CTX-I), and mouse parathyroid hormone (PTH) were measured using the Calcium Assay Kit (Colorimetric) (Cat#. ab102505, Abcam), RatTRAP™ (TRAcP 5b) ELISA (Cat#. SB-TR102, Immunodiagnostics Systems), RatLaps™ (CTX-I) ELISA (Cat#. AC-06F1, Immunodiagnostics Systems), and PTH ELISA Kit (Cat#. CSB E08690m, Cusabio) according to manufacturer’s protocols.

### Micro-computed tomography (μCT)

Femurs, tibia, vertebrae, and skulls were scanned at a voxel size of 8.89 µm using Skyscan1176 (Bruker, Kontch, Belgium) Version1.1 (build 10) at X-ray source voltage 50 kVp and current 500 µA. Scans were reconstructed with NRecon version 1.6.10.4 (64 bit) and then analyzed with Bruker CTAn (CT-analyser) version 1.14.4.1. 300 slices below the growth plate were analyzed for the trabecular bone and 100 slices for the cortex. 3D models of tibias and femurs were visualized using Skyscan CTvox software version 3.0.0r1114 (Bruker, Kontich, Belgium).

Analysis was performed on trabecular bone volume, trabecular thickness, trabecular separation, and trabecular number. Cortical bone analysis was performed on cortical thickness.

High-resolution µCT was performed on 12-week-old femurs to assess periosteal bone lesions using a Carl Zeiss X-ray Microscope Versa 520. In this instance, bone samples were scanned at 3 µm resolution using Versa 520 v10.6.2005.12038, then reconstructed with XMReconstructor v10.7.36.79.13921 and finally 3D models assembled with TXM3DViewer version.

### OVX-Induced bone loss

Eight-week-old WT and *Slc37a2*^KO^ female mice were ovariectomized or sham-operated. After 7 weeks (i.e. 15 weeks of age), mice were sacrificed and subjected to μCT analysis as described above.

### Three-point bending test

Femurs were collected from 12-week-old WT and *Slc37a2*^KO^ male mice in saline solution and stored at −80 °C. Bones were slowly thawed at 4 °C and then warmed to room temperature. Femur lengths and diameters were measured using calipers. The three-point bending test was performed using an Instron 5566 testing machine (Instron Pty Ltd) with a 100 N load cell and a custom-designed bending rig with a 10 mm span at the midshaft of femurs with a displacement rate of 1 mm/min until the bone fractured with the force and displacement acquired digitally. The ultimate load (N) and stiffness (slope of the linear part of the curve, representing the elastic deformation in N/mm) of the midshaft were calculated according to the corresponding load and femur diameter.

### Metabolite extraction

BMM-derived osteoclasts from WT and *Slc37a2* ^KO^ mice were cultured on six-well plates, washed with PBS, and then immediately quenched with liquid nitrogen. For metabolite extraction, 400 µl of ice cold 9:1 of methanol:chloroform mixture (containing 10 μM of d-Sorbitol-13C6 and l-Valine-13C5,15N as internal standards) was added to each well, and cells were harvested by the rapid scraping of cells using a cell scraper (Sarstedt) and collected into 2 ml Eppendorf tubes. 100 µl of chloroform (Sigma Aldrich) was added to each tube and samples were vortexed vigorously for 15 s before shaking on an ice block for 15 min. Samples were then centrifuged at 16,000×*g* at 4 °C for 3 min. The polar phase was collected into fresh tubes and 150 µl of H_2_O (GC-MC grade, Sigma Aldrich) was added to each sample and vortex at high speed for 1 min. Samples were centrifuged and 300 µl of the aqueous phase was collected into GC-MS glass vials and dried in a SpeedVac (Labconco) at RT overnight. Data acquisition of metabolite profiles was performed as described by Dias et al.^69^ with slight modifications. Polar metabolite extracts were derivatized by methoxyamination and trimethylsilylation using a Gerstel MPS2 XL automated sampling system. During this process, the samples were shaken for 2 h at 37 °C and 650 rpm in 20 μl of MeOX before being incubated for 1 h at 37 °C and 650 rpm in 30 μl of methyl-trimethylsilyl trifluoroacetamide (MSTFA) mixture.

Metabolite profiles were acquired utilizing a 7890A Gas Chromatograph coupled with a 5975C mass selective detector (Agilent Technologies, Santa Clara, CA, USA). 1 µl of the sample was injected onto an Agilent VF- 5msec (J&W, Australia) in splitless mode and inlet temperature of 280 °C. Helium was used as the carrier gas at a flow rate of 1 ml/min. Oven conditions were set at 70 °C starting temperature, held for 1 min, then ramped at 7 °C/min to 325 °C and held for 5 min. Data acquisition was controlled by the Agilent MassHunter software package (B.05.00). Chromatogram processing and metabolite identification were performed utilizing AMDIS software (v 2.73), the in-house Metabolomics Australia mass spectral library, and the integrated NIST14 database (National Institute of Standards and Technology, Gaithersburg, MD, USA). The putative results were normalized by the abundance of internal standards in each sample and corrected for weight.

### Electron microscopy

For transmission electron microscopy long bones from 5-day-old WT and *Slc37a2*^KO^ littermates were dissected free of soft tissue and fixed with 2.5% glutaraldehyde, 4% paraformaldehyde in 0.01 M cacodylate buffer (pH 7.3) for at least 1 h at room temperature. After the removal of the fixation solution, bones were decalcified for 5 days in 14% EDTA (pH 7.4) containing 0.1% glutaraldehyde. Subsequently, bones were washed, cut into ~1 mm slices just below the growth plate, and postfixed with 1% osmium tetroxide, dehydrated in ethanol, and embedded in Epon 812 (Nissin EM, Tokyo). Ultrathin sections were counterstained with lead citrate and examined with a Philips 410 LS transmission electron microscope (Phillips Inc., Eindhoven, The Netherlands). For assessment of SPION-enriched SL fractions, 6 µl of the F2 fraction was absorbed onto Formvar-coated 150 mesh copper grids (ProSciTech) and imaged as described above.

### APEX electron microscopy

Ascorbate peroxidase (APEX) processing of baby hamster kidney (BHK; CCL-10, ATCC) cells was co-transfected with ^emGFP^-Slc37a2 and APEX-GBP (GFP-binding peptide) was performed according to the methods described in ref. ^70^. Briefly, transfected cells were fixed in 2.5% glutaraldehyde, and washed repeatedly in 0.1 M sodium cacodylate buffer prior to the DAB reaction. Cells were incubated with DAB in the presence of H_2_O_2_ for 30 min at RT, washed in 0.1 M sodium cacodylate buffer, post-fixed in 1% osmium tetroxide for 2 min, washed again, then serially dehydrated in increasing percentages of ethanol. Cells were serially infiltrated with LX112 resin in a Pelco Biowave microwave and then polymerized overnight at 60 °C. Ultrathin sections were cut on an ultramicrotome (Leica EM UC6, Leica Microsystems) and imaged using a JEOL1011 electron microscope (JEOL) at 80 kV.

### RNAseq

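The 6 WT and *Slc37a2* KO libraries were examined for genes that mark the cells of bone, marrow and cultured osteoclasts, from lists fixed before the data were examined. These levels are CPM before TMM scaling, summed over the genes of a list in each library. Osteoclast genes summed to between 43450 and 75682 CPM, 4.34% to 7.57% of all counts. The 3 genes with the highest mean levels of all were *Mmp9* (23627 CPM), *Acp5* (13313 CPM) and *Ctsk* (12989 CPM). Without the 10 most abundant genes, the mean share of the osteoclast list fell from 5.91% to 1.00%. Macrophage genes summed to between 5066 and 8327 CPM. Genes of osteoblasts and osteocytes summed to between 526 and 1667 CPM, most of it collagen: *Col1a1* was at 567 ± 196 scaled CPM (SD, n = 3) in WT and 495 ± 318 (SD, n = 3) in *Slc37a2* KO libraries. Stromal genes summed to between 121 and 412 CPM and cartilage genes to between 7.69 and 40.9 CPM. The sums for skeletal muscle were between 2.60 and 5.24 CPM, for platelets between 4.01 and 9.43 CPM and for B lymphoid cells between 2.22 and 7.90 CPM. Neutrophil genes, which include *S100a8* and *S100a9*, summed to between 0.337 and 1.40 CPM. Of 8 red cell genes the deposited table lists 2, with 3 counts in all, so their sum was at most 0.0674 CPM in any library. The gene *Xist*, expressed from the inactive X chromosome, was at 445 to 587 scaled CPM in the 6 libraries. *Ddx3y*, on the Y chromosome, had 1 count over the 6 libraries. No sample was assigned to a sex from these levels.

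**Figure D5:**
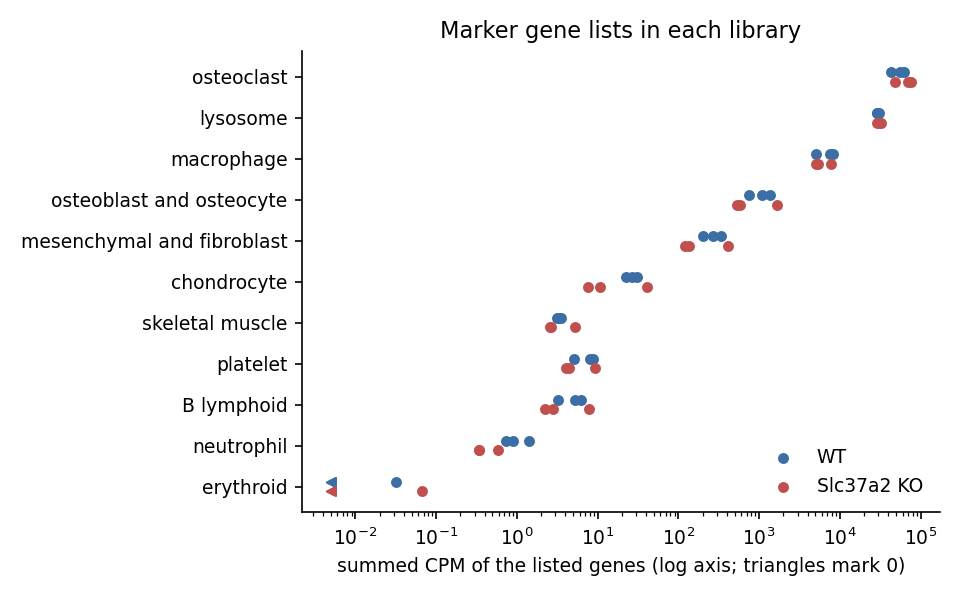
Summed CPM of each list of marker genes in each library on a log axis (blue, WT; red, *Slc37a2* KO; triangles, a sum of 0). Osteoclast genes lie between 43450 and 75682 CPM and red cell genes at or below 0.0674 CPM.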

For RNAseq analyses, femurs and tibias were dissected from three male and female WT and *Slc37a2*^KO^ mice followed by whole-bone RNA extraction. Briefly, bones were frozen in liquid nitrogen and crushed before the addition of Trizol with vigorous shaking. Chloroform was added, and the samples were spun down at 12,000 rpm for 30 min at 4 °C. The aqueous phase was collected and mixed with one volume of 70% ethanol. Subsequent RNA extraction steps were performed with the Life Technologies RNA extraction kit (Cat. No. 12183018A). RNA sequencing was performed through the Illumina sequencing service by the Australian Genome Research Facility. Image analysis was performed in real-time by the NovaSeq Control Software (NCS) v1.7.0 and real-time analysis (RTA) v3.4.4, running on the instrument computer. RTA performs real-time base calling on the NovaSeq instrument computer. Illumina bcl2fastq 2.20.0.422 pipeline was used to generate the sequence data. The primary bioinformatics analysis involved demultiplexing and quality control (QC). The data was then processed through an RNA-seq expression analysis workflow, which included alignment, transcript assembly, quantification, and normalization. 

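The deposited table of all 22601 genes gives the authors' log2 fold change of *Slc37a2* KO over WT, mean log2 CPM, likelihood ratio, p and false discovery rate (FDR). The deposited list of the first 1000 genes holds the same values as the first 1000 genes of that table. The table was fitted again from the counts with TMM scaling, no filter on low counts and edgeR's likelihood ratio test. This fit differed from the authors' log2 fold changes by at most 0.0112. The authors' table has 2 genes with an FDR below 0.05, both beyond a log2 fold change of 1.5. *Slc37a2* has the authors' log2 fold change of −5.83 and FDR of 9.14e-161, and *En2* has the authors' FDR of 1.83e-34 from edgeR's likelihood ratio test. The re-fit likewise gave 2 genes. For any other gene, the authors' FDR rounds to 1.00. The authors' p runs up to 0.0997 within the first 1000 genes, so the list extends past the genes called. Of these 1000 genes, 902 (90.2%) have a mean log2 CPM below 0, that is less than 1 CPM, against 47.2% of all genes listed. An absolute log2 fold change over 1.5 is listed for 3607 genes at any p, of which 3604 have a mean log2 CPM below 0.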

Analysis of the Top 1000 differentially expressed genes was performed with edgeR (version 3.30.3) using R4.0.0.

### Statistics

Statistical analysis was performed using GraphPad Prism (GraphPad Software 9.0.2, San Diego, CA). For the experimental cohorts, 3–16 mice per genotype per experiment were used (=biological replicates) as indicated in the figures/figure legends for each experiment. For mouse experiments, age, and sex-matched wildtype littermates were used as controls. All experiments were performed at least twice with the indicated number of replicates. Sample sizes were based on experience and experimental complexity but no methods were used to determine the normal distribution of the samples. Tests between two groups were carried out using unpaired, two-tailed Student’s *t*-test. Multiple comparisons were assessed using nested one-way ANOVA with Tukey’s posthoc analysis. Data are presented as mean ± standard deviation (SD).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Reporting Summary

## Data Availability

The proteomic data that support the findings of this study have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository under accession numbers PXD037006, PXD037813, and PXD037910. The RNAseq data produced in this study were deposited to the public database (GSE219216). All data supporting the findings of this study are available within the article and its Supplementary Information files. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Sugar transporter Slc37a2 regulates bone metabolism in mice via a tubular lysosomal network in osteoclasts
**Source:** Nat Commun. 2023 Feb 21;14:906. doi: 10.1038/s41467-023-36484-2
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Proteome Discoverer™ 2.3 software, NIKON A1R in a Ti-E inverted motorized confocal microscope, microCT systems (Skyscan1176, Carl Zeiss X-ray Microscope Versa 520), Agilent MassHunter software package (B.05.00), NovaSeq Control Software (NCS) v1.7.0 and Real Time Analysis (RTA) v3.4.4.                                                                                                                                                                                                                               |
| Data analysis   | Proteome Discoverer™ 2.3 software, BioQuant Osteo version 13.2.6, GraphPad Prism 9.0.2, VEGAS2 software package, NIS Elements AR software (Nikon) version 5.30.02 (Build 1545), ImageJ (Fiji) 1.53c software, Nikon digital sight DS-5MC and NIS BR Elements 3.2 software, Skyscan CTvox software version3.0.0r1114, NRecon version 1.6.10.4 (64bit), Bruker CTAn (CT-analyser) version 1.14.4.1, XMReconstructor v10.7.36.79.13921, TXM3DViewer workstation 1.2, AMDIS software (v 2.73), edgeR (version 3.30.3) in R4.0.0. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The proteomic data that support the findings of this study have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository under accession numbers PXD037006, PXD037813 and PXD037910. The RNAseq data produced in this study were deposited to the public data base (GSE219216: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE219216>). All data supporting the findings of this study are available within the article and its Supplementary Information files. Source Data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine the sample size. Sample size was determined based on the numbers required to achieve statistical significance using non-parametric studies and our prior experience from similar published studies (Chan, A.S. et al., MBoC, 27, 1367-1382, 2016). For in vitro experiments, littermates were used and experiments repeated with biological and technical replicates to ensure reproducibility.                                                                      |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Replication     | Results are representative from at least two or three biological replicates per experiment. All attempts at replication were successful. The number of biological replicates (n) is reported for each experiment.                                                                                                                                                                                                                                                                                                   |
| Randomization   | Allocation of mice was random in all in vivo experiments, taken from littermates. For in vitro analyses, cells were randomly allocated to experimental groups.                                                                                                                                                                                                                                                                                                                                                      |
| Blinding        | Investigators were blinded to group allocation during data collection and/or analysis of all in vivo experiments. In vitro analyses of osteoclast resorption pit numbers/size/trenches was also performed by an investigator blinded to the culture genotypes. Blinding was also performed for microscopic assessment of osteoclast ruffled border morphology and lysosomal quantitation. Blinding was not relevant for immunoblot and other immunofluorescence analyses performed exclusively on wildtype animals. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

A Slc37a2-specific polyclonal antibody was generated by immunizing rabbits with the peptide 'CTPPRHDDPEKEQ,' corresponding to the cytoplasmic facing intracellular loop of mouse Slc37a2. Antisera were affinity-purified against the corresponding immunization-peptide. Slc37a2 peptide antibodies were produced using the PolyExpress™ service by GenScript (New Jersey, USA). Antibodies were used at 1:100 dilution for immunostaining and 1:1000 dilution for immunoblotting experiments.

Other primary antibodies used (name, clone, supplier, catalogue number, dilution):

Mouse monoclonal anti-Actin JLA20, deposited by Lin, J.J.-C DSHB JLA20 IB 1:2000  
 Rabbit monoclonal anti-Akt (pan) C67E7 Cell Signaling Technology 4691 IB 1:1000  
 Rabbit monoclonal anti-Phospho-Akt (Ser473) D9E XP®, Cell Signaling 4060 IB 1:1000  
 Mouse monoclonal anti-ARL8A/B H-8 Santa Cruz sc-398635 IF 1:200  
 Mouse monoclonal anti-Cathepsin K 182-12G5 Millipore MAB3324 IF 1:300  
 Mouse monoclonal anti-Cathepsin K E-7 Santa Cruz sc-48353 IB: 1:250  
 Rabbit polyclonal anti-Cathepsin B Atlas Antibodies HPA018156 IB 1:250  
 Mouse monoclonal anti-CD63/LAMP3 H5C6 DSHB H5C6 IF 1:100  
 Rabbit polyclonal anti-Collagen I Abcam ab34710 IF 1:300  
 Rabbit polyclonal anti t-ERK1/2 Promega V1141 IB 1:1000  
 Mouse monoclonal anti-p-ERK1/2 E-4 Santa Cruz sc-7383 IB 1:500  
 Mouse monoclonal anti-GM130 35/GM130 BD Transduction Laboratories 610822 IF 1:100  
 Rabbit polyclonal anti- IκBα C-21 Santa Cruz sc-371 IB 1:1000  
 Rat monoclonal anti-LAMP-2 ABL-93, deposited by August, J.T DSHB ABL-93 IB 1:1000  
 Rat monoclonal anti-LAMP-2 GL2A7, deposited by Granger, B. L DSHB GL2A7 IF 1:100  
 Mouse monoclonal anti-NFATc1 7A6, deposited by Crabtree, G.R DSHB 7A6 IB 1:1000  
 Rabbit polyclonal anti-MMP13 ab39012 Abcam ab39012 IF 1:300  
 Mouse monoclonal anti-PDI 1D3 ENZO Life Sciences ADI-SPA-891-F IF 1:200  
 Rabbit polyclonal anti-Rab1b Santa Cruz sc-599 IB 1:5000  
 Mouse monoclonal anti-Rab5 621.3 Synaptic Systems 108 011 IB 1:1000  
 Rabbit monoclonal anti-Rab7 D95F2 Cell Signaling Technology 9367 IF 1:100  
 Mouse monoclonal anti-Rab7 E907E Cell Signaling Technology 95746 IB 1:2000  
 Mouse monoclonal anti-Rab38 A-8 Santa Cruz sc-390176 IB 1:200  
 Rabbit monoclonal anti-RUNX2 D1L7F Cell Signaling Technology 12556 IF 1:200  
 Rabbit polyclonal anti-Syntaxin 16 Synaptic Systems 110 163 IB 1:300  
 Mouse monoclonal anti-c-Src GD11 Millipore 05-184 IB 1:1000  
 Mouse monoclonal V-ATPase D1 34-Z Santa Cruz sc-81887 IB 1:1000  
 Rabbit polyclonal anti-VDAC3 H-40 Santa Cruz sc-292328 IB 1:500  
 Rabbit polyclonal anti-VGLUT-1 Synaptic Systems 135 303 IB: 1:1000  
 Mouse monoclonal anti-Vps35 B-5 Santa Cruz sc-374372 IF: 1:300

Secondary Antibodies used:

Goat anti-mouse IgG (Fab specific)-Peroxidase antibody Sigma-Aldrich A9917 IB 1:5000  
 Goat anti-rabbit IgG (whole molecule)-Peroxidase antibody Sigma-Aldrich A0545 IB 1:5000  
 Alexa Fluor 488 goat anti-mouse IgG (H+L), highly cross-adsorbed Thermo Fisher Scientific A-11029 IF: 1:500  
 Alexa Fluor 568 goat anti-mouse IgG (H+L), highly cross-adsorbed Thermo Fisher Scientific A-11031 IF: 1:500  
 Alexa Fluor 647 goat anti-mouse IgG (H+L), highly cross-adsorbed Thermo Fisher Scientific A-21236 IF: 1:500  
 Alexa Fluor 488 goat anti-rabbit IgG (H+L), highly cross-adsorbed Thermo Fisher Scientific A-11034 IF: 1:500  
 Alexa Fluor 568 goat anti-rabbit IgG (H+L), highly cross-adsorbed Thermo Fisher Scientific A-11036 IF 1:500  
 Alexa Fluor 647 goat anti-rabbit IgG (H+L), highly cross-adsorbed Thermo Fisher Scientific A-21245 IF 1:500  
 Alexa Fluor 555 donkey anti-rat, IgG (H+L), highly cross-adsorbed Thermo Fisher Scientific A-48270 IF 1:500

## Validation

Rabbit polyclonal anti-mouse Slc37a2 primary antibody was validated by GenScript PolyExpress service by ELISA and specificity was confirmed against pre-immune serum, control peptide and immunoblotting against Slc37a2-deficient mouse osteoclasts. All other antibodies were commercially sourced with validation statements available on the following manufactures' websites: Actin <https://dshb.biology.uiowa.edu/JLA20>; AKT (pan) <https://www.cellsignal.com/products/primary-antibodies/akt-pan-c67e7-rabbit-mab/4691>; Phospho-Akt (Ser473) <https://www.cellsignal.com/products/primary-antibodies/phospho-akt-ser473-d9e-xp->

rabbit-mab/4060; ARL8A/B <https://www.scbt.com/p/arl8a-b-antibody-h-8>; Cathepsin K [https://www.merckmillipore.com/INTERSHOP/web/WFS/Merck-AT-Site/de\\_DE/-/EUR/ShowDocument-File?ProductSKU=MM\\_NF-MAB3324&DocumentId=null&DocumentUID=16910422&DocumentType=COA&Language=EN&Country=US&ProductBatchNo=2583409&Origin=PDP](https://www.merckmillipore.com/INTERSHOP/web/WFS/Merck-AT-Site/de_DE/-/EUR/ShowDocument-File?ProductSKU=MM_NF-MAB3324&DocumentId=null&DocumentUID=16910422&DocumentType=COA&Language=EN&Country=US&ProductBatchNo=2583409&Origin=PDP); Cathepsin K (E-7) <https://www.scbt.com/p/cathepsin-k-antibody-e-7>; Cathepsin B <https://www.sigmaaldrich.com/AU/en/product/sigma/hpa018156>; CD63/LAMP3 <https://dshb.biology.uiowa.edu/H5C6>; Collagen 1 <https://www.abcam.com/collagen-i-antibody-ab34710.html>; t-ERK 1/2 chrome-extension://efaidnbmnnnibpcjpcglclefindmkaj/[https://www.promega.com/-/media/files/resources/protocols/technical-bulletins/0/anti-active-mapk-jnk-and-p38-polyclonal-antibodies-protocol.pdf?rev=2646a21713c24e258dbc96066456a6c2&sc\\_lang=en](https://www.promega.com/-/media/files/resources/protocols/technical-bulletins/0/anti-active-mapk-jnk-and-p38-polyclonal-antibodies-protocol.pdf?rev=2646a21713c24e258dbc96066456a6c2&sc_lang=en); p-ERK (E-4) <https://www.scbt.com/p/p-erk-antibody-e-4>; GM130 <https://www.bdbiosciences.com/en-au/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-gm130.610822>; IkappaBalpha-<https://www.scbt.com/p/ikappab-alpha-antibody-c-21>; LAMP2 (ABL-93) <https://dshb.biology.uiowa.edu/ABL-93>; LAMP2 (GL2A7) <https://dshb.biology.uiowa.edu/GL2A7>; NFATc1 <https://dshb.biology.uiowa.edu/7A6>; MMP13 <https://www.abcam.com/mmp13-antibody-ab39012.html>; PDI <https://www.enzolifesciences.com/ADI-SPA-891/pdi-monoclonal-antibody-1d3/>; Rab1 <https://www.scbt.com/p/rab-1b-antibody-g-20>; Rab5 <https://sysy.com/product/108011>; Rab7 (D95F2) <https://www.cellsignal.com/products/primary-antibodies/rab7-d95f2-xp-rabbit-mab/9367>; Rab7 (E907E) <https://www.cellsignal.com/products/primary-antibodies/rab7-e907e-mouse-mab/95746>; Rab38 <https://www.scbt.com/p/rab-38-antibody-a-8?requestFrom=search>; RUNX2 <https://www.cellsignal.com/products/primary-antibodies/runx2-d117f-rabbit-mab/12556>; syntaxin 16- <https://sysy.com/product/110163#list>; c-Src [https://www.merckmillipore.com/AU/en/product/Anti-Src-Antibody-clone-GD11,MM\\_NF-05-184](https://www.merckmillipore.com/AU/en/product/Anti-Src-Antibody-clone-GD11,MM_NF-05-184); V-ATPase D1 <https://www.scbt.com/p/v-atpase-d1-antibody-34-z?requestFrom=search>; VDACC3 chrome-extension://efaidnbmnnnibpcjpcglclefindmkaj/<https://datasheets.scbt.com/sc-292328.pdf>; VGlut-1-<https://sysy.com/product/135303>; Vps35 <https://www.scbt.com/p/vps35-antibody-b-5>; Anti-mouse peroxidase <https://www.sigmaaldrich.com/AU/en/product/sigma/a9917>; Anti-rabbit peroxidase <https://www.sigmaaldrich.com/AU/en/product/sigma/a0545>; Alexa Fluor 488 goat anti-mouse <https://www.thermofisher.com/antibody/product/A-11029.html>; Alexa Fluor 568 goat anti-mouse <https://www.thermofisher.com/antibody/product/A-11031.html>; Alexa Fluor 647 goat anti-mouse <https://www.thermofisher.com/antibody/product/A-21236.html>; Alexa Fluor 488 goat anti-rabbit <https://www.thermofisher.com/antibody/product/A-11034.html>; Alexa Fluor 568 goat anti-rabbit <https://www.thermofisher.com/antibody/product/A-11036.html>; Alexa Fluor 647 goat anti-rabbit <https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21245>; Alexa Fluor 555 donkey anti-rat <https://www.thermofisher.com/antibody/product/Donkey-anti-Rat-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A48270>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                 |
|-------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | HEK293 and BHK cell lines were acquired commercially from the ATCC. HEK293FT cells (R70007) were acquired commercially from Thermo Fisher. The JM8A3.N1 cell line (Clone ID EPD0641_4_E06) were obtained from the KOMP consortium and provided by the UC Davis KOMP Repository. |
| Authentication                                                    | Morphological shape of cell lines and proliferation rates were regularly monitored by microscopy.                                                                                                                                                                               |
| Mycoplasma contamination                                          | All cell lines tested negative for mycoplasma contamination.                                                                                                                                                                                                                    |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                                                                                                                                                                 |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mus musculus, C57BL/6N-SLC37A2tm2a(KOMP)Wtsi, male and female mice 6-28weeks of age. All mice were maintained on the C57BL/6N background under specific-pathogen free conditions at the Animal Resources Centre (ARC), Murdoch, Western Australia (W.A.). Mice were housed in standard cages (45×29×12 cm) and maintained in a temperature 22±1°C and humidity-controlled room (40–65%) on a 12 h light cycle with ad libitum access to water and a standard laboratory chow diet (SF00-100, Specialty Feeds, Glen Forrest, W.A.). |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Reporting on sex        | Sex specific data is provided for all in vivo and in vitro studies. Sex was considered in the study design for ovariectomy studies where experiments were performed exclusively on female mice.                                                                                                                                                                                                                                                                                                                                    |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Ethics oversight        | All animal procedures were approved by the Animal Ethics Committee of The University of Western Australia (Approval No. RA13/100/1475).                                                                                                                                                                                                                                                                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

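The data are RNAseq read counts of 3 WT and 3 *Slc37a2* KO libraries. Sequencing was on an Illumina NovaSeq instrument, through a sequencing facility. The paper lists alignment, quantification and normalization among the later steps, without saying who performed them. The aligner, the counting tool, the genome build and the gene annotation are not given in the sources used here. The authors deposited a table of 22601 genes with the whole-number counts of each library, not normalized, and the results of their edgeR comparison. The log2 fold change and mean log2 CPM columns were made by the authors with edgeR 3.30.3, as deposited. The score column is the likelihood ratio of each gene, made by the authors with edgeR's likelihood ratio test, as its heading in the deposited table shows. The p-value and FDR columns were made by the authors from that score, with the FDR over all genes listed. A further deposited list holds the first 1000 genes of the table. Each library column was assigned to its genotype from its heading, and 0 columns belonged to other samples. Gene symbols were used as deposited. Of these, 21983 (97.3%) matched the RefSeq table of GRCm38.p6, which was used to find which genes neighbour each other and for no coordinates, and 756 are LOC numbers.

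The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with Python 3.11.15. The main analysis used filterByExpr with its defaults, TMM scaling, glmQLFit and glmQLFTest with genotype as the term, and Benjamini-Hochberg adjustment over 13483 genes. The thresholds were an adjusted p below 0.05 and an absolute log2 fold change over 1.5, as in the paper. Confidence intervals are 95% intervals from the estimate and standard error of the fit. The prior degrees of freedom of the fit were 2.35. A count of 0 was given an upper limit of 3 counts. Such limits cover counting error only, because reads without molecular identifiers are not independent molecules. The totals ran from 27552183 to 42522292 counts per library, and over the 3 WT libraries together this limit comes to 0.0306 CPM.

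Lists of genes were tested with camera at its preset correlation of 0.01, with fry, and with camera at an estimated correlation. Of 20 lists, 15 had at least 3 tested genes. The lists of red cell, neutrophil, B lymphoid, platelet and sex chromosome genes had fewer, and their levels alone are given. Genes named in the text were chosen by a rule fixed before the data were examined: *Slc37a2*, the genes with the largest changes among those called with groups that did not overlap, any gene past the thresholds where there were 10 or fewer, and members of the lists. *En2*, *TrnQ*, *Tmem267* and *Sfrp5* fall outside this rule and were named after their values were seen. Genes within 1 Mb of *Slc37a2* were tested as a set. The first principal component was taken from log2 CPM of the tested genes with a prior count of 2.

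The calls, the interval shares and the list tests were repeated with DESeq2's size factors, with upper quartile scaling, without the filter, with at least 1 CPM in 3 libraries, and with each library left out in turn. The calls were also repeated with edgeR's likelihood ratio test, DESeq2's Wald test, other limits on the fold change, glmTreat and a robust fit. A block for the letter in the column heading, the removal of 1 or 2 residual factors, the likelihood ratio test without the filter, and the lists without *Slc37a2* were added after seeing the data. The fits were tested on simulated data with known changes, with calls at an adjusted p below 0.05 and any fold change. With 200 genes changed at once by a log2 fold of 1.5, the quasi-likelihood test called 139, the likelihood ratio test 171 and DESeq2's Wald test 164. Beside these they called 7, 44 and 55 unchanged genes. The paper's supplementary list of lysosome proteins was not used as a set, because it is held here in part. Proteomics and metabolomics were not analysed here.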

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

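The tests of explanations in this part were chosen after the counts of *En2* were seen, while its adjusted p with and without the filter comes from analyses planned before the data were examined. *En2* had 0 counts in the 3 WT libraries and 5.03 CPM on average in the 3 *Slc37a2* KO libraries (5.16, 3.97 and 5.97), a signal in a gene that the paper does not discuss. Among all genes listed, 1 gene had 0 counts in every WT library and at least 50 in every *Slc37a2* KO library, and 0 genes showed the opposite. Library size does not account for it, since at the lowest *Slc37a2* KO rate 110 counts would fall in the smallest WT library. Reads shared with the paralog *En1* are excluded as the source, because *En1* had at most 3 counts in any library. An exchanged library is excluded as well, because the lowest WT library had 45.9 times the *Slc37a2* CPM of the highest *Slc37a2* KO library. The 3 tested genes near *En2* had a median log2 fold change of 0.0127 (−0.00 to 0.08), too few to tell whether the locus itself became active. A candidate explanation is that the reads come from an *En2* sequence carried by the targeting cassette rather than from its own locus, and the count of 1 gene with this pattern does not exclude it. The sources used here do not give the cassette's sequence and the counts do not show where in *En2* the reads lie, so expression of the *En2* locus and of a cassette cannot be told apart. Reads on the exons of *En2*, or a junction between *Slc37a2* and *En2*, would decide between them. The call itself depends on the filter on low counts. The adjusted p of *En2* was 0.0107 without the filter and 0.230 with it in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The call also depends on the test. With the filter, the adjusted p was 1.36e-34 in edgeR's likelihood ratio test with Benjamini-Hochberg adjustment.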

How the results depend on the processing

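The alternatives were set before the data were examined except where they are named as added after seeing the data. The log2 fold change of *Slc37a2* kept its direction and its call in all of them, between −5.83 and −5.80 under other scaling, tests and filters and between −5.94 and −5.69 with a library left out (adjusted p 0.00189 to 0.0289 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

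The number of genes past both limits, and the number at an adjusted p below 0.05, were each 1 (*Slc37a2*) under DESeq2's size factors, upper quartile scaling, at least 1 CPM in 3 libraries, a robust fit and each library left out. A fold limit of 1.5 or a log2 limit of 1, and glmTreat, also gave 1. Both numbers were 2 under DESeq2's Wald test, edgeR's likelihood ratio test, no filter, and, added after seeing the data, the likelihood ratio test with no filter, each time through *En2*. Its adjusted p was 7.93e-12, 1.36e-34, 0.0107 and 1.11e-34 in these (edgeR and DESeq2, Benjamini-Hochberg). The cause was not tested. With 2 residual factors removed, added after seeing the data, 6 genes were past both limits and 751 at an adjusted p below 0.05. With 1 factor removed, or a block for the heading letter, both numbers were 1.

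The share of genes with an interval inside the limits was 55.4% under DESeq2 and 57.6% with no filter, where genes with few counts are included. It was 93.7% under the likelihood ratio test and 93.3% with at least 1 CPM in 3 libraries, which tests fewer genes. Added after seeing the data, it was 59.5% under the likelihood ratio test with no filter, 90.0% with the heading letter as a block, 93.7% with 1 factor removed and 97.7% with 2. With a library left out it was 84.8% to 88.0%, with fewer samples in each fit.

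Camera called 7 lists under other scaling and filters, 1 list was called by fry and 0 by camera with an estimated correlation. With a library left out it called 1 to 9 lists: 1 without *Slc37a2* KO library K089 and 4 without *Slc37a2* KO library L081. Added after seeing the data, it called 8 lists with the heading letter as a block (osteoblast gained), 6 with 1 factor removed (stromal and Slc37 family lost, qPCR genes gained) and 8 with 2 (Slc37 family lost, osteoblast and cartilage gained). Adjusted p below are from limma's camera with Benjamini-Hochberg adjustment. Without *Slc37a2* KO library K089, the osteoclast (0.0883), lysosome (0.210), stromal (0.210), differentiation protein (0.210), interferon (0.353) and proliferation (0.353) lists were not called. Without WT library K090, the interferon (0.596), proliferation (0.302) and differentiation protein (0.0644) lists were not called and the osteoblast list was (0.0245). Without WT library L080, the osteoblast list was also called (0.0369). Without WT library L082, the lysosome (0.0984) and stromal (0.617) lists were not called and the macrophage list was (0.0390). Without *Slc37a2* KO library L081, the lysosome (0.106), stromal (0.306) and differentiation protein (0.0893) lists were not called, and without *Slc37a2* KO library L078 the Slc37 family (0.111) was not. Without *Slc37a2* KO library L078, the lists of secretory lysosome proteins (0.0303), osteoblast genes (0.0172) and cartilage genes (0.00582) were called. Without a filter, the stromal list was not called (0.0530) and the neutrophil list, then with enough tested genes, was (0.0216). With *Slc37a2* left out of the lists, added after seeing the data, 7 lists were called, with secretory lysosome proteins (0.0294) in place of the Slc37 family (0.822).

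Medians of the called lists kept their direction with each library left out, but some moved by over 1.5 times. The osteoclast median of 0.27 was 0.14 without WT K090, 0.12 without *Slc37a2* KO K089 and 0.46 without *Slc37a2* KO L078. The interferon median of −0.88 was −0.08, −0.42 and −1.99 without the same libraries. The proliferation median of −0.25 was −0.08, −0.05 and −0.55 without them, and −0.15 without *Slc37a2* KO L081. The lysosome median of 0.14 was 0.07 without *Slc37a2* KO K089 and 0.26 without *Slc37a2* KO L078. The stromal median of −0.39 was −0.09 without WT L082, −0.15 without *Slc37a2* KO K089, −0.99 without *Slc37a2* KO L078 and −0.08 without *Slc37a2* KO L081. The differentiation protein median of 0.19 was 0.11 without *Slc37a2* KO K089, 0.33 without WT L082 and 0.35 without *Slc37a2* KO L078. The Slc37 family median of −0.15 was −0.07 without WT L080 and −0.04 without *Slc37a2* KO K089.

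The median of the macrophage list ran from −0.89 to 0.0016 with a library left out, reversed without WT library K090. That of the sugar list ran from −0.0247 to 0.0735, reversed without WT library L080 (the lowest value) or *Slc37a2* KO library K089 (−4.32e-04). The median over the neighbours of *Slc37a2* ran from −0.0554 to 0.0634, reversed without WT library L082 (the highest value), *Slc37a2* KO library K089 (0.0258) or *Slc37a2* KO library L078 (0.0176). The osteoblast median of −0.19 was −0.53 without *Slc37a2* KO library L078 and −0.42 without WT library K090, and reversed without WT library L082 (0.0314), *Slc37a2* KO library K089 (0.0159) or *Slc37a2* KO library L081 (0.0223). The cartilage median of −0.42 ran from −1.42 without *Slc37a2* KO library L078 to −0.0358 without *Slc37a2* KO library L081. The skeletal muscle median of 0.14 ran from −0.0426 without *Slc37a2* KO library L078 to 0.37 without WT library K090, and that of the qPCR genes, 0.08, from −0.0229 without WT library K090 to 0.16 without WT library L082. The housekeeping median of 0.03 ran from 0.00969 without *Slc37a2* KO library L078 to 0.0735 without WT library K090. None of the medians in this paragraph was called in the full set, and the cause was not tested. The osteoclast share of counts moved from 5.91% to 1.00% without the 10 most abundant genes, which include *Mmp9*, *Acp5* and *Ctsk*.

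No paired analysis was possible because the column headings carry no replicate number, so the replicate block was not run. The alternatives meant for files holding the authors' comparison alone (Bonferroni adjustment, and genes over a mean expression limit) were not run because counts were deposited. Depth limits genes with few counts: 68.3% of those with a mean under 1 CPM had an interval inside the limits.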

Differences from the paper's values

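The paper states that, *Slc37a2* aside, its limits gave no consistent change across mRNA and protein, which leaves open whether a change in mRNA alone is meant. *Slc37a2* was the single gene past both limits in the main analysis, where *En2* had an adjusted p of 0.230 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the alternatives set before the data were examined, *En2* was also past both limits under DESeq2's Wald test, edgeR's likelihood ratio test and the absence of a filter. The other scalings, the stricter filter, the robust fit, glmTreat and each library left out did not call it. It was called under the likelihood ratio test with no filter and with 2 residual factors removed, both chosen after seeing the values, and neither drops *Slc37a2*. The authors' deposited table gives *En2* a log2 fold change of 10.43 and an FDR of 1.83e-34 from edgeR's likelihood ratio test.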

Other observations

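The tests of single genes, of the lists by camera, fry and an estimated correlation, and of the neighbours of *Slc37a2* were planned before the data were examined, as were the counts of splits for genes called and the test for whole bone. The tests chosen after the result was seen are the other counts of splits, those on the first principal component, those on the correlation within the osteoclast list, the removal of residual factors, those on the *Slc37a2* counts left in *Slc37a2* KO libraries, and the lists without *Slc37a2*.

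Genotype was not the main difference between these libraries. The 6 libraries can be split into groups of 3 in 10 ways, so no share below 0.1 is possible and chance cannot be excluded for any count here. As many genes at an adjusted p below 0.05 as in the real split (1) were found in 3 of the 10 splits (the real one included, as in all these counts), and as many past both limits also in 3. The split of WT K090, WT L080 and *Slc37a2* KO L078 against the rest gave 3485 genes, 293 of them past both limits, and that of WT K090 with *Slc37a2* KO K089 and L081 against the rest gave 269. The share of genes with an interval inside the limits was as large in 4 splits. As many lists were called by camera in 2 splits, the real one with 7 and one with 8, and 0 to 6 lists in the other splits. For the neighbours of *Slc37a2* the camera p was as small in 9 splits. Called genes in these splits show that the test can find differences at this sample size. The split with 3485 genes follows the first principal component, which in the genotype comparison counts as spread within groups. Its calls therefore do not show how well a genotype effect would be found.

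The first principal component separates WT K090, WT L080 and *Slc37a2* KO L078 from WT L082, *Slc37a2* KO K089 and *Slc37a2* KO L081. Library size is not the whole cause, since thinning every library to 27552183 counts left 57.2% of the variance on it against 57.7%. Regressing GC content and transcript length out of each library left 57.9%, from 58.7% over the same 12852 genes before it (95.3% of those tested had values). The 10 most abundant genes hold 7.13% to 10.8% of the counts, which can shift all other genes by at most 0.0586 log2. A batch marked by the letter in the heading is excluded as the whole cause, because the libraries headed K lie 87.1% of the range apart. The knockout alone is excluded too, because 3 *Slc37a2* KO libraries lie outside the WT range on both sides of it. Differing extents of osteoclast differentiation between cultures remain as a hypothesis. The median loading of the osteoclast list was above 100% of 10000 random lists, while the macrophage, proliferation and interferon lists were below all of them. Random lists were drawn gene by gene, so they lack the shared variation of a list's genes, and these percentiles do not single out differentiation. The lysosome list also lay near the top, at percentile 99.84. The median of the osteoclast list spanned 0.75 log2 across libraries and that of the macrophage list 1.57. Of the 15 osteoclast genes 9 are also in other lists, and 1 of the 10 macrophage genes. A varying share of stromal cells cannot be told apart from differing differentiation, since the stromal list (7 of 8 genes tested, 0 in other lists) lay at percentile 0.34 and at most 412 CPM. Its values per library go against it in part: relative to its mean over the libraries, the list was at 0.69 log2 in WT L082 and −0.32 in WT K090, each on the wrong side of the division for a stromal cause, and followed it in the other libraries. The macrophage and interferon lists followed the division in all 6 libraries. Other lists at the low end were cartilage (0.66) and osteoblast (4.83). The cultures were not described with a date or batch, and none was tested.

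Osteoclast genes were higher in *Slc37a2* KO libraries for 15 of 15 genes, with a camera p that 3 of the 10 splits match or better, so chance cannot be excluded. The genes of the list varied together within genotypes with an estimated correlation of 0.764, against a preset of 0.01. This is consistent with camera's small p arising from shared variation between cultures, since fry gave an adjusted p of 0.689 and camera with the estimated correlation 0.589 (limma, Benjamini-Hochberg). The share of counts on the list did not separate the genotypes (exact permutation test, two-sided, p = 0.4). Correlations were 0.975 for the interferon list, 0.942 for proliferation, 0.736 for stromal genes and 0.252 for lysosome genes. Single genes were *Acp5* at 0.36 (95% confidence interval −0.32 to 1.04) and *Ctsk* at 0.45 (−0.43 to 1.34) on the log2 scale, each with an adjusted p of 0.969 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Neither was called with any library left out: *Acp5* ran from 0.22 (without WT K090) to 0.58 (without *Slc37a2* KO L078) and *Ctsk* from 0.26 (without WT K090) to 0.75 (without WT L082). The lists not named elsewhere gave medians of −0.37 for macrophage genes, −0.19 for osteoblast genes, −0.42 for cartilage, 0.14 for skeletal muscle, 0.08 for genes the paper measured by qPCR and 0.03 for housekeeping genes (mean −0.01), with adjusted p from 0.102 to 0.822 in limma's camera. Secretory lysosome proteins had a median of 0.06 and a mean of −0.23, which differ in sign, and an adjusted p of 0.343 in limma's camera with *Slc37a2* among them. Without it the adjusted p was 0.0294 in limma's camera, 0.765 in fry and 0.589 in camera with the estimated correlation. With single libraries left out and *Slc37a2* kept, the median was between 0.0237 (without *Slc37a2* KO K089) and 0.17 (without *Slc37a2* KO L078), and 0.15 without WT L082. Of these 19 genes 8 are also in other lists.

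With 2 residual factors removed, 245 genes rose and 506 fell at an adjusted p below 0.05, with 2 residual degrees of freedom in place of 4. The same fit called as many genes in 6 of the 10 splits, with up to 5760 genes in one of these and 168 to 342 in the other splits, so the count may reflect an understated spread between libraries rather than genotype.

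*Slc37a2* KO libraries kept up to 2.11% of the WT mean of *Slc37a2*. Exchange of reads between libraries at the same rate in both directions is excluded as the whole cause, because 8.70 counts of *En2* would then be expected over the WT libraries and 0 were seen. Reads passing in one direction, from WT to *Slc37a2* KO libraries, stay open: a *Slc37a2* KO library would need to receive at most 0.680% of the WT counts of *Slc37a2*, and no other gene tests this direction. Transcripts that end before the targeting cassette, or are spliced past it, could leave such counts, but the value of 2.11% cannot tell these apart without counts per exon.

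The whole-bone material of the methods was tested through red cell genes, which marrow would bring in abundance. Their highest sum in a library was 0.0674 CPM, which argues against RNA from whole bone with its marrow. Median levels in the highest library were 0.0337 CPM for red cell, 0.143 for neutrophil, 0.0544 for B lymphoid and 0.229 for cartilage genes. The libraries do hold *Col1a1*, so a share of stromal or bone-forming cells stays open, with no test that tells its source.

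Genes that the paper measured by qPCR in other samples were examined here without being the same experiment. The paper found *Sphk1* and *Tgfb1* mRNA raised in femurs but comparable between genotypes in cultured osteoclasts. Of other genes it found raised in femurs and tested here, *Acp5* (log2 fold change 0.36), *Ctsk* (0.45) and *Mmp9* (0.27) were higher in *Slc37a2* KO libraries. Lower were *Runx2* (−0.11), *Alpl* (−0.56), *Mmp13* (−0.58) and *Mmp14* (−0.02), and none of these genes was called. *Sphk1* had a log2 fold change of 0.49 (standard error 0.42, adjusted p = 0.969 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with overlapping groups (exact permutation test, two-sided, p = 0.4). Its log2 fold change was 0.93 without WT library L082, 0.81 without *Slc37a2* KO library L078, and 0.31 without WT library K090 or without *Slc37a2* KO library K089. *Tgfb1* had one of 0.23 (standard error 0.08, p = 0.0245, adjusted p = 0.969 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 174 ± 2.24 CPM (SD, n = 3) in WT and 204 ± 17.4 CPM (SD, n = 3) in *Slc37a2* KO libraries and no overlap (exact permutation test, two-sided, p = 0.1). The 11 tested genes within 1 Mb of *Slc37a2* had a median log2 fold change of −0.05 (−0.33 to 0.26), with 5 higher in *Slc37a2* KO libraries (p = 0.892 in limma's camera and 0.571 in fry, the first as small in 9 of the 10 splits, an exact count). Within 5 Mb, 39 genes had a median of −0.02.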
